# GPR174 signals via G*α*s to control a CD86-containing gene expression program in B cells

**DOI:** 10.1073/pnas.2201794119

**Published:** 2022-05-31

**Authors:** Elise W. Wolf, Zachary P. Howard, Lihui Duan, Hanson Tam, Ying Xu, Jason G. Cyster

**Keywords:** G-protein–coupled receptor, B lymphocytes, GPR174, CD86, NUR77

## Abstract

GPR174 is abundantly expressed in B and T lymphocytes and has a role in restraining T cell responses, but the function of GPR174 in B cells is less clear. Here we report that upon in vitro culture B cells undergo a spontaneous GPR174-dependent activation process that is associated with marked changes in gene expression, including up-regulation of *Cd86*, *Nr4a1*, *Ccr7*, and phosphodiesterases. B cells lacking G*α*s show a block in induction of the GPR174-dependent program. Spontaneous up-regulation of CD86 in cultured B cells is dependent on protein kinase A. Both GPR174- and G*α*s-deficient B cells show enhanced survival in culture. In vivo, GPR174 contributes to NUR77 expression in follicular B cells and is needed for establishing a marginal zone compartment of normal size. Treatment of mice with lysophosphatidylserine (lysoPS), a GPR174 ligand, is sufficient to promote CD86 up-regulation by follicular B cells. These findings demonstrate that GPR174 can signal via G*α*s to modulate B cell gene expression and show this can occur in vivo in response to lysoPS. Additionally, the findings illuminate a pathway that might be targeted to improve systems for the in vitro study of B cell responses.

## Significance

Modeling immune responses in vitro is critical for studying many facets of the B cell response. We show that during culture without stimulation, mouse B cells undergo massive changes in gene expression. Many of these changes are promoted by GPR174 signaling via G*α*s. GPR174 and G*α*s also contribute to reduced B cell viability during culture. We suggest that GPR174 antagonists may be useful to reduce the shift in gene expression and to augment B cell survival during culture. We also provide evidence that ligand engagement of GPR174 can activate this pathway in vivo. Variants in the GPR174 locus have been associated with autoimmune diseases. Our findings provide knowledge for understanding how alterations in GPR174 expression may contribute to disease.

G-protein–coupled receptors (GPCRs) comprise a large family of seven-transmembrane signaling proteins, many of which have roles in the development and function of the mammalian immune system. The outcome of GPCR signaling is determined via coupling to various G proteins. Signaling via G*α*i-coupled GPCRs promotes cell migration, whereas GPCR coupling to G*α*12/13 proteins often leads to migration inhibition. In contrast, G*α*s signaling exerts its effect through cAMP production and leads to complex and often suppressive effects on immune cell activation and proliferation. GPCR GPR174 is one of several related X-linked receptors that are highly expressed on lymphocytes (1–3). Several genome-wide association studies (GWAS) have linked *GPR174*-associated single-nucleotide polymorphisms (SNPs) to autoimmune disorders including Graves’ and Addison’s diseases (4–6).

GPR174 was found to be a receptor for lysophosphatidylserine (lysoPS) and was suggested to signal via G*α*12/13-containing heterotrimeric G proteins (1). Studies on GPR174-deficient mice revealed a role for the receptor in restraining T regulatory (Treg) cell development and function (2) and conventional T cell proliferation and IL-2 production (7, 8). In these reports, signaling was suggested to occur via G*α*s-containing heterotrimeric G proteins (7, 8). In another study, GPR174 was reported to support B cell migration to spleen stromal cell culture supernatants and biochemical fractionation led to the suggestion that CCL19 and CCL21, well-defined CCR7 ligands, were ligands for GPR174 (3). In that study, GPR174 was suggested to signal via G*α*i and G*α*13 (3). Taken together, there is currently a lack of clear understanding regarding the signaling pathway(s) engaged downstream of GPR174.

CD86 is a critical costimulatory molecule in antigen-presenting cells including B cells (9, 10). Induction of CD86 by B cell receptor (BCR) signaling is an important feature of the BCR-induced activation program, although CD86 can also be induced in B cells by CD40 and cytokine signaling (11–13). Interestingly, *Cd86* was originally characterized as a cAMP-inducible gene in B cells (14–18). However, since the BCR, CD40, and cytokines are not thought to induce CD86 via cAMP, the receptors leading to cAMP-mediated induction of CD86 in B cells have been unclear.

The study of B cells in vitro has been critical to numerous advances in the understanding of adaptive immunity and it remains a crucial method for dissecting the B cell response. Although not widely reported on, it is generally understood by B cell biologists that B cells undergo some amount of gene expression change during in vitro culture. Indeed, this aspect of cultured B cells presented a major challenge to efforts by the Alliance for Cell Signaling (19, 20) to dissect the signaling circuits in mouse B cells. The pathways involved in causing these gene expression changes are not understood.

Here we report that cultured follicular B cells rapidly up-regulate CD86 independently of stimulation in a GPR174- and G*α*s-dependent manner. The GPR174-mediated response was not dependent on exogenous ligand or BCR signaling. RNA-sequencing analysis revealed that B cells underwent changes in expression of 1,000 genes after 4 h of unstimulated culture and many of these changes were GPR174 dependent. This included induction of *Cd86*, *Nr4a1*, *Ccr7*, and phosphodiesterases and down-regulation of immunoreceptor tyrosine-based inhibitory motif (ITIM)-containing receptors. There was a strong overlap in the alterations in gene expression between GPR174- and G*α*s-deficient B cells, indicating that GPR174 signals via G*α*s in follicular B cells. When B cells were maintained in vitro for 1 to 2 d in the absence of stimulation, GPR174 and G*α*s deficiencies were associated with augmented survival. In vivo GPR174 deficiency led to reduced NUR77-GFP reporter expression, and GPR174- and G*α*s-deficient mice had a reduced marginal zone (MZ) B cell compartment. Treatment of mice with lysoPS was sufficient to cause increased CD86 expression by follicular B cells. These findings establish GPR174 as a receptor capable of exerting a large influence on B cell gene expression and they provide insight into the B cell properties that can be influenced by the receptor.

## Results

### GPR174-Deficient B Cells Have a Defect in CD86 Up-Regulation in Vitro.

To examine the role of GPR174 in B cell activation, we utilized mice in which the single coding exon of *Gpr174* was replaced with an in-frame tdTomato allele. These mice show high reporter expression in naive T and B cells (2). In accordance with Immunological Genome Project (Immgen) RNA sequencing (RNAseq) data of *Gpr174* expression, there was high reporter expression in spleen follicular and MZ B cells, while minimal expression was observed in CD23^--^CD93^+^ transitional B cells (Fig. 1*A*). B cell reporter expression in *Gpr174^+∕--^* female mice, in which random X inactivation is predicted to yield 50% reporter positive (and thus GPR174-deficient) cells, displayed a bimodal population in follicular and MZ B cells, with minimal expression in early transitional B cells (Fig. 1*A*).

**Fig. 1.**
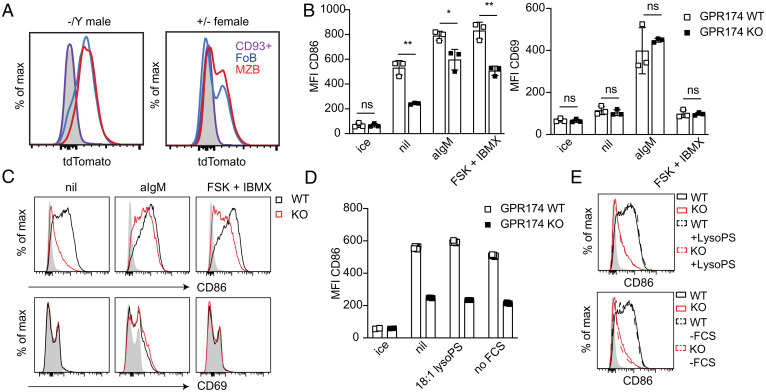
GPR174 promotes CD86 induction. (*A*) Representative tdTomato reporter expression in *Gpr174^--∕Y ^*and *Gpr174^+∕--^* mice for transitional B (CD23^--^CD93^+^), splenic follicular B (FoB), and marginal zone B cells (MZB) versus reporter negative (gray). (*B*) Summary MFI data of CD86 (*Left*) and CD69 (*Right*) on B cells cultured for 6 h with or without the indicated stimuli or maintained on ice (*n* = 3 mice per genotype). (*C*) Representative histogram plots of the data presented in *B* with the gray histograms corresponding to WT cells kept on ice. (*D*) Mean fluorescence intensity (MFI) of CD86 on B cells of the indicated genotypes (triplicate wells) incubated for 6 h in normal media (nil), media with 18:1 lysoPS (10 µM), media without FCS, or maintained on ice. (*E*) Representative histograms of the data presented in *D* versus WT cells maintained on ice (gray). Bar graphs represent mean ± SD. *B* and *D* are representative of at least three experiments including both male and female mice. Statistical significance for *B* was determined by unpaired *t* test. ns, not significant; *P < 0.05; **P < 0.01.

To determine whether GPR174 plays a role in the initial response to activating signals we performed in vitro stimulations of wild-type (WT) and GPR174-deficient B cells and analyzed the expression of surface markers by flow cytometry after 6 h of culture. As anticipated, the activation markers CD86, CD69, and CD83 were strongly induced within 6 h by BCR ligation with anti-IgM compared to cells kept on ice (Fig. 1*B* and *SI Appendix*, Fig. S1*A*). However, in contrast to CD69 and CD83, which were up-regulated to a similar extent in WT and GPR174-deficient B cells, CD86 (B7-2) up-regulation was significantly reduced in GPR174-deficient cells (Fig. 1*B*). Stimulation with anti-CD180 revealed a comparable defect in CD86 up-regulation in GPR174-deficient B cells (*SI Appendix*, Fig. S1*B*). In the course of these studies, we noted that substantial CD86 up-regulation occurred in B cells cultured in the absence of added stimulation and that this up-regulation was strongly GPR174 dependent (Fig. 1 *B* and *C*). In contrast, CD69 was not spontaneously up-regulated (Fig. 1 *B* and *C*) and CD83 was minimally induced (*SI Appendix*, Fig. S1*A*). Similar findings were made using cultures of total splenocytes or lymph node cells (*SI Appendix*, Fig. S1*C*) and with sorted B cells (*SI Appendix*, Fig. S1*D*) indicating that the CD86 induction was not dependent on factors from non-B cells. The effects of GPR174 expression were cell intrinsic, as gating on reporter-positive and -negative B cells from *Gpr174^+∕--^* female mice showed less CD86 induction in the reporter^+^ cells (that lack GPR174), with similar levels of CD69 (*SI Appendix*, Fig. S1 *E* and *F*). TdTomato reporter expression was comparable between cultured cells and cells kept on ice and was unaffected by the various stimulations (*SI Appendix*, Fig. S1*G*).

Engagement of G*α*s-coupled GPCRs drives cAMP generation, and CD86 is cAMP inducible (14–18). Forskolin induces cAMP production by adenylyl cyclase and 3-isobutyl-1-methylxanthine (IBMX) prevents cAMP degradation by phosphodiesterases (21, 22). As anticipated, combined treatment of B cells with forskolin and IBMX led to induction of CD86, but not of CD69 or CD83 (Fig. 1 *B* and *C* and *SI Appendix*, Fig. S1*A*). This treatment did not fully rescue the defect in CD86 induction in GPR174-deficient B cells. We suspect that this reflects a reduced ability of forskolin to engage adenylyl cyclase in cells that lack a dominant G*α*s-coupled receptor, as we discuss further below.

LysoPS is a ligand for GPR174 (1, 2, 7, 8, 23, 24). Addition of lysoPS to the B cell cultures did not alter CD86 induction (Fig. 1 *D* and *E*). To test whether this might be due to the presence of lysoPS in serum, we cultured B cells in the absence of fetal calf serum (FCS). Cells cultured under these conditions spontaneously induced CD86 to a comparable level to that of cells cultured in FCS-containing media (Fig. 1 *D* and *E*).

We also examined the effect of GPR174 deficiency in a lipopolysaccharide (LPS)-induced B cell proliferation assay. WT and GPR174-deficient B cells proliferated equivalently after 4 d and addition of lysoPS to the culture medium had no effect on the response (*SI Appendix*, Fig. S1*H*). This contrasted with CD4 T cells stimulated with anti-CD3 and anti-CD28, where lysoPS repressed CD4 T cell proliferation in a GPR174-dependent manner (*SI Appendix*, Fig. S1*H*) as previously observed (2). These discrepant effects on B and T cells may in part be explained by differences in GPR174 expression. LPS-stimulated B cells down-regulated the tdTomato reporter after 4 d (*SI Appendix*, Fig. S1*I*) in accord with plasma cells and germinal center (GC) B cells having minimal expression of the *Gpr174* locus (https://www.Immgen.org), whereas CD4 T cells activated with anti-CD3 and anti-CD28 maintained tdTomato reporter expression at similar levels to unstimulated cells (*SI Appendix*, Fig. S1*I*).

We considered the possibility that exogenous lysoPS failed to augment CD86 in unstimulated B cells because endogenous lysoPS increased in B cells during culture. Indeed, when lysoPS was quantitated in cultured B cells using liquid chromatography and mass spectrometry (LC-MS/MS), the amounts of 18:0 lysoPS were increased within 10 min of incubation and remained elevated for at least 60 min (*SI Appendix*, Fig. S1*J*).

### GPR174 Induction of CD86 Is Dependent on G*α*s and PKA and Is BCR Independent.

Given prior studies indicating that CD86 is a cAMP-inducible gene (14–18) and work in T cells suggesting GPR174 function was G*α*s dependent (7), we asked whether *Gnas*, the gene encoding G*α*s, was required for GPR174 signaling in B cells. For these studies, we crossed *Gnas* floxed mice (25) with *Cd19-Cre* mice (26), yielding mice that conditionally lacked *Gnas* in B cells beginning in early development. G*α*s-deficient (*Gnas^fl∕fl^ Cd19-Cre^+∕--^*) mice had a comparable percentage of B220^+^ cells in the spleen to G*α*s WT (*Gnas^+∕+^ Cd19-Cre^+∕--^*) mice (Fig. 2*A*). As above, WT B cells up-regulated CD86 spontaneously over 6 h of culture. Importantly, G*α*s-deficient B cells did not up-regulate CD86 above cells kept on ice, representing an even stronger phenotype than observed in GPR174-deficient mice (Fig. 2*B*). G*α*s-deficient B cells also displayed a defect in CD86 induction in response to anti-IgM treatment while CD69 induction occurred normally (Fig. 2*B*). Forskolin binding to and activation of adenylyl cyclase and subsequent cAMP generation are dependent on G*α*s proteins (21). Accordingly, forskolin and IBMX treatment of G*α*s-deficient B cells did not induce CD86 (*SI Appendix*, Fig. S2*A*).

**Fig. 2.**
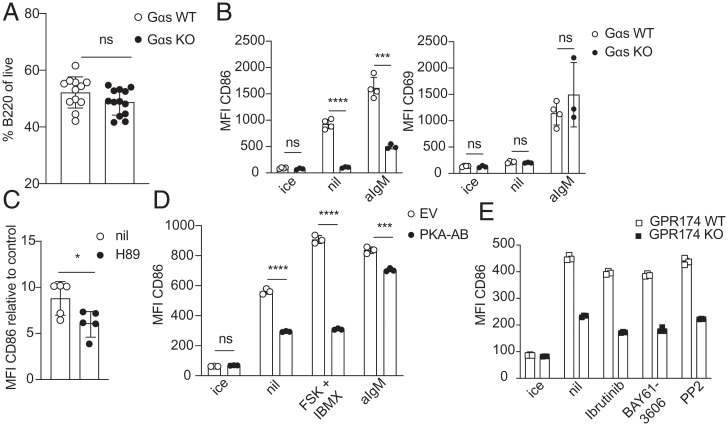
GPR174-dependent CD86 induction is G*α*s and PKA dependent and BCR independent. (*A*) Percentage of B220^+^ cells in the spleens of *Gnas^+∕+^ CD19 Cre^+∕--^* (G*α*s WT, *n* = 12) and *Gnas^fl∕fl^ CD19 Cre^+∕--^* (G*α*s KO, *n* = 13) mice. (*B*) MFI of CD86 (*Left*) and CD69 (*Right*) on G*α*s WT (*n* = 4 mice) or G*α*s KO (*n* = 3 mice) splenic follicular B cells cultured with or without anti-IgM. (*C*) MFI of CD86 on WT B cells cultured with or without 10 µM H89 relative to the MFI for cells maintained on ice. (*D*) MFI of CD86 on vector^+^ (gating shown in *SI Appendix*, Fig. S2*A*) B cells from chimeras transduced with EV or PKA-AB constructs and cultured with or without anti-IgM or forskolin + IBMX or maintained on ice (triplicate wells, from one experiment representative of three). (*E*) MFI of CD86 on B cells of the indicated genotype treated with or without Ibrutinib (1 µM), BAY61-3606 (1 µM), or PP2 (20 µM) (triplicate wells). All cultures were for 6 h. Bar graphs represent mean ± SD. *A*, *B*, and *E* are representative of at least three experiments including both male and female mice. Statistical significance for *B*–*D* was determined by unpaired *t* test. ns, not significant; *P < 0.05; ***P < 0.001; ****P < 0.0001.

G*α*s activation leads to elevations of cAMP and subsequent activation of the cAMP-dependent kinase, PKA (27). To test for involvement of PKA in spontaneous CD86 up-regulation we cultured B cells in the presence of H89, a PKA inhibitor. H89 treatment partially blocked spontaneous CD86 up-regulation (Fig. 2*C*). Pharmacological inhibitors of PKA are known to have off-target effects (28). The regulatory type I subunit of PKA has two cAMP-binding sites, A and B, and mutation of these sites yields a dominant negative PKA (29). To confirm that the effect of H89 on spontaneous CD86 induction was via PKA, we generated retroviral bone marrow (BM) chimeras expressing the dominant negative PKA-AB construct or empty vector (EV), and a GFP reporter, in hematopoietic cells. Following 8 wk of reconstitution, we cultured splenocytes from these chimeras for 6 h either in media alone or with forskolin and IBMX. Compared to EV GFP^+^ B cells, PKA-AB GFP^+^ B cells induced less CD86 (Fig. 2*D*), suggesting that CD86 up-regulation during unstimulated culture is PKA dependent. This defect was most dramatic in the highest GFP-expressing PKA-AB cells, which showed a near-total loss of CD86 induction (*SI Appendix*, Fig. S2*B*). Expression of PKA-AB GFP also blocked all CD86 induction in response to forskolin and IBMX treatment and partially reduced CD86 induction following anti-IgM treatment (Fig. 2*D* and *SI Appendix*, Fig. S2*B*). These data suggest that GPR174 and G*α*s signal at least in part via PKA to induce CD86.

Since BCR signaling is a strong inducer of CD86, we wanted to determine whether a BCR-derived signal was required for spontaneous CD86 induction. Inhibition of Btk-, Syk-, or Src-family kinases, critical kinases downstream of the BCR (30), had a minimal effect on spontaneous CD86 induction (Fig. 2*E*). These inhibitors strongly inhibited anti-IgM–induced CD86 up-regulation, confirming their efficacy (*SI Appendix*, Fig. S2*C*).

We tested whether a similar pathway operated in human B cells by culturing peripheral blood mononuclear cells (PBMCs) for 6 h. Human B cells showed increased CD86 expression in the absence of stimulation and this induction was significantly inhibited by PKA antagonism (*SI Appendix*, Fig. S2*D*).

### RNAseq of Cultured WT and GPR174-Deficient B Cells Reveals Numerous Expression Changes.

To investigate the full extent of the gene expression program regulated by GPR174 in cultured B cells we performed RNA sequencing on mouse follicular B cells immediately postsort (0 h) or after 4 h of culture without stimulation (31). Immediately ex vivo there were very few differences between WT and GPR174-deficient follicular B cells (Fig. 3 *A* and *B*), whereas gene expression diverged considerably after 4 h of culture as observed by principal-component analysis (Fig. 3 *A* and *C*). Importantly, cultured WT B cells underwent a massive change in gene expression compared to uncultured WT cells, with over 1,000 genes up- or down-regulated (*SI Appendix*, Fig. S3*A* and Dataset S1). Cultured GPR174-deficient B cells underwent many fewer changes compared to their uncultured counterparts (*SI Appendix*, Fig. S3*B* and Dataset S1). The top 100 differentially expressed genes (DEGs) that either increased or decreased expression from 0 to 4 h in WT B cells were highly enriched for genes that were increased in expression in WT compared to GPR174-deficient B cells at 4 h (*SI Appendix*, Fig. S3*C*). The top 100 DEGs that either increased or decreased from 0 to 4 h in GPR174-deficient B cells were less enriched for differential gene expression between WT and knockout (KO) B cells at 4 h (*SI Appendix*, Fig. S3*D*). Together, these data indicated that the majority of differential gene expression came from increased or decreased expression in WT cells, whereas GPR174-deficient cells were comparatively static.

**Fig. 3.**
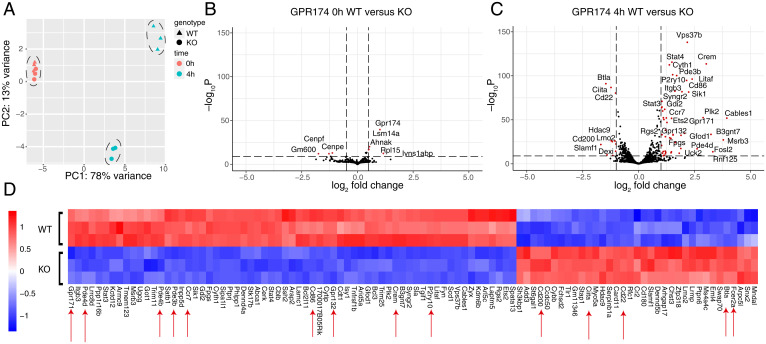
RNAseq of cultured WT and GPR174-deficient B cells reveals numerous expression changes. (*A*) PCA plot of RNAseq data from sorted GPR174 WT and KO B cells cultured for the indicated times (*n* = 3 mice per genotype). (*B* and *C*) Volcano plots of DEGs between WT and KO B cells at 0 h (*B*) and 4 h (*C*). Dashed lines indicate fold-change ($\left|\log_{2}\mathrm{FC}\right|>0.5$ for *B*, $\left|\log_{2}\mathrm{FC}\right|>1$ for *C*) and *P*-value cutoffs (*P*_adj _< 1 × 10^--10^ for highlighted DEGs in red. (*D*) Heatmap of top 100 DEGs in GPR174 WT versus KO follicular B cells after 4 h of culture. Red arrows indicate genes referenced in the text.

After 4 h of culture, WT B cells more strongly expressed genes indicative of cAMP signaling than GPR174-deficient B cells, including the CREB family member cAMP response element modulator (*Crem*) and the cAMP-specific phosphodiesterases *Pde3b*, *Pde4b*, and *Pde4d* (Fig. 3*D*). As expected, *Cd86* was also highly differential (Fig. 3*D*). WT B cells showed elevated expression of the chemokine receptor *Ccr7* and the additional G-protein–coupled receptors *Gpr171*, *Gpr132*, and *P2ry10* (Fig. 3*D*). Other DEGs that showed higher expression in WT than GPR174-deficient B cells at the 4-h timepoint included immediate early response gene 2 (*Ier2*) and the *Nr4a* family of orphan transcription factors *Nr4a1* (encoding NUR77), *Nr4a2*, and *Nr4a3*, as well as the AP-1 transcription factors *Junb* and *Fosl2* (Dataset S1). In contrast, GPR174-deficient B cells had higher expression of inhibitory signaling molecules like *Btla*, *Cd22*, and *Cd200*, as well as class II MHC transactivator, *Ciita*, and *Fcer2a* (encoding CD23) than WT B cells after 4 h of culture (Fig. 3 *C* and *D*). Notably these genes were reduced in expression in WT cells and unchanged or less reduced in expression in GPR174-deficient cells compared to uncultured cells (Dataset S1).

We wondered whether expression of early response genes, such as *Ier2* and *Nr4a1*, suggested multiple waves of gene expression, with some expression changes less proximal to a GPR174-derived signal. To determine this, we performed RNA sequencing on sorted follicular B cells that had been cultured for 1 h (31). By 1 h of culture, many genes were already differential, although fewer than at the 4-h timepoint (Datasets S1 and S2). WT B cells displayed higher expression of *Pde4b*, *Nr4a* family members, AP-1 family members, *Crem*, *Cd86*, and *Ccr7*, whereas few genes had significantly higher expression in GPR174-deficient B cells (*SI Appendix*, Fig. S3 *E* and *F*). These data suggest that very rapid signaling occurs via GPR174 in cultured B cells to drive early gene expression changes.

### G*α*s-Deficient B Cells Phenocopy Gene Expression Changes in GPR174-Deficient Cells.

To further explore whether GPR174 signaling in B cells was G*α*s dependent, we performed RNA sequencing on sorted follicular B cells from G*α*s WT and G*α*s-deficient mice after 0 or 4 h of culture without stimulation (31). 

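Gnas, the gene of Gαs, gave normalized counts of 3301, 3814 and 4567 in the 3 libraries of Gαs WT B cells at 0 h and of 478.5, 444 and 464 in the 3 libraries of Gαs-deficient (KO) B cells. At 4 h the counts were 3309, 4641 and 4217 in WT and 567, 334 and 428.5 in KO. The log2 fold change of Gnas, WT over KO, was 3.07 at 0 h (standard error 0.13, adjusted p = 4.3e-09) and 3.19 at 4 h (standard error 0.20, adjusted p = 6.0e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Gnas lies on chromosome 2 of GRCm38 (mm10) from 174284320 to 174346744. Which part of it is floxed is not given in the sources used here, and reads from the 3′ end of a transcript that lacks that part would still be counted. The cells were follicular B cells sorted from spleens of male mice, with a sort purity of 95 to 99% for both genotypes. WT mice carried Cd19-Cre, which acts in B lineage cells, and KO mice carried Cd19-Cre with Gnas floxed on both alleles. Cells were frozen at once (0 h) or after 4 h in complete RPMI medium. Each of the 4 groups has 3 libraries, and Fig. 4 gives 3 mice per genotype. Whether a 0 h and a 4 h library of the same number come from the same mouse is not given in the sources used here. Libraries were made with the QuantSeq 3′ kit, which reads the end of each transcript, so that counts do not grow with transcript length. The authors aligned the reads to mm10 with STAR, counted them per gene with HTSeq and deposited raw counts. The 0 h table holds 11961 genes and the 4 h table 11590, of which 11357 are in both, and the smallest total of a gene over the 6 libraries of a table is 10. Total counts per library ranged from 4915546 to 7480115 (median 6669856) in WT at 0 h and from 4724721 to 6821681 (median 4998925) in KO at 0 h. At 4 h they ranged from 4499035 to 6745876 (median 5001991) in WT and from 3396630 to 4527872 (median 4252536) in KO. The ribosomal RNA gene Rn45s took 7.42% to 9.52% of the counts of a library in WT and 9.61% to 11.5% in KO at 0 h. At 4 h it took 5.89% to 8.52% in WT and 7.90% to 10.1% in KO. The ranges of the genotypes thus lay narrowly apart at 0 h and overlapped at 4 h, and a difference in this share was not tested. From the deposited counts, weakly expressed genes were filtered out, libraries were normalized by TMM and pairs of groups were tested on their own 6 libraries. Any 2 libraries of a group differed by more than the sampling noise, with a chi-square of 3.02 to 30.7 per gene where noise alone gives about 1, so no library repeats the counts of another of its group. WT 4 h replicate 1 stood apart from its group. Its mean Spearman correlation with the other WT 4 h libraries was 0.955, against 0.969 and 0.973 for replicates 2 and 3 and 0.980 to 0.986 for libraries of the other groups. An exact permutation test of 3 libraries against 3 cannot give a p below 0.10, so the tests share information on the spread across genes.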

As for GPR174 deficiency, very few genes were differentially expressed between WT and G*α*s-deficient B cells immediately ex vivo (Fig. 4 *A* and *B*), whereas large changes occurred after 4 h (Fig. 4 *A* and *C*). 

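Immediately ex vivo, 3 of 10033 genes were higher and 4 lower in Gαs WT than in Gαs-deficient B cells. The 3 higher genes were Gnas, Gpr171 and the immediate early gene Ier2. Of the 4 lower genes, 3 belong to red cells. They were the haemoglobin gene Beta-s (16615 ± 3019 normalized counts in WT and 32648 ± 4643 in KO, SD, n = 3), the surface protein gene Gypa (log2 fold change −1.78) and the synuclein gene Snca (−1.49), and the fourth was the guanine deaminase gene Gda (−1.41). After 4 h, 110 of 9720 genes were higher and 83 lower in WT. Among those higher was Rnf125, a ubiquitin ligase gene, with 107 ± 3.59 counts in WT and 12.4 ± 4.97 in KO (SD, n = 3). Also higher were the glycosyltransferase gene B3gnt7 (log2 fold change 3.39) and the methionine sulfoxide reductase gene Msrb3 (5.32). Among those lower was the signaling lymphocyte receptor gene Slamf1, with 30.6 ± 9.56 counts in WT and 123 ± 22.7 in KO. On a principal component analysis of the 500 most variable genes, PC1 held 36.5% of the variance and parted the 0 h libraries, at −15.4 to −11.3, from the 4 h libraries, at 11.2 to 21.9. The second component held 15.0%. Differences were called by edgeR's quasi-likelihood test at an adjusted p under 0.05. In all 7 genes called at 0 h and all 193 called at 4 h, the 3 libraries of one genotype lay above the 3 of the other, which held for 12.9% and 19.8% of all genes tested, where chance gives 10%. Beta-s took 0.307% ± 0.0578 of the counts in WT and 0.596% ± 0.0679 in KO at 0 h, and 0.303% ± 0.0321 and 0.509% ± 0.0904 at 4 h (SD, n = 3). Of 10 erythroid genes measured at 0 h, 3 were lower in WT (9 when adjusted over the list alone, and adjusted p = 0.149 with an estimated correlation in a camera set test). At 0 h DESeq2 called 10 genes higher and 9 lower. Leaving out a library gave 1 higher gene without KO 0 h replicate 2 or 3, and 1 lower without WT 0 h replicate 1, 2 without WT 0 h replicate 3 and 7 without KO 0 h replicate 1. Without KO 0 h replicate 2 or 3 edgeR called 0 lower genes, where all 6 libraries gave 393 lower at an unadjusted p under 0.05. At 4 h, 313 genes were higher and 361 lower without WT 4 h replicate 1, and 42 to 73 were higher and 21 to 45 lower without any 1 of the other libraries. DESeq2 called 135 lower genes at 4 h. Beta-s, Gypa, Snca and Gda were each lost without KO 0 h replicate 2 or 3, at adjusted p-values of up to 0.178, 0.329, 0.398 and 0.504. Gypa and Gda were lost also without any 1 WT 0 h library, and Snca without WT 0 h replicate 1 or 2. Msrb3 was lost without KO 4 h replicate 2 or 3 and Slamf1 without KO 4 h replicate 3 (up to 0.0529 and 0.0522).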

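The paper's Dataset S1 lists the genes that differ between GPR174 WT and GPR174-deficient B cells after 4 h of culture, from other mice and another library kit. Of its 328 genes higher in GPR174 WT cells, 322 were measured in the Gαs libraries at 4 h, and 308 of these (95.7%) had a positive log2 fold change of Gαs WT over KO. Of its 357 genes lower in GPR174 WT cells, 348 were measured and 341 (98.0%) had a negative one. Cables1, a regulator of cyclin-dependent kinases, gave 95.4 ± 18.1 normalized counts in Gαs WT and 3.36 ± 3.91 in KO cells (SD, n = 3), and the paper's log2 fold change for GPR174 is 3.98. Ciita, the regulator of MHC class II genes, had a log2 fold change of −1.18 for Gαs, and the paper's value is −1.24. Fcer2a, the gene of the IgE receptor CD23, had −1.12, and the paper's value is −0.90. These 3 genes passed edgeR's test with the Gαs libraries, with adjusted p-values of 0.0019, 0.0060 and 0.00071. Of the genes higher in Gαs WT cells, 91 of 110 (82.7%) are on the GPR174 list in that direction, where independent lists would share 3.64. Of those lower, 66 of 83 (79.5%) are on it, where independent lists would share 2.97. Fisher's exact test over all genes tested gave p = 1.5e-120 and 7.7e-82, with genes taken as independent, which they are not. Without WT 4 h replicate 1 the shared genes numbered 179 higher and 186 lower. Without any 1 of the other libraries they numbered 40 to 63 higher and 20 to 39 lower.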

Following 4 h of culture, WT and G*α*s-deficient B cells showed a strikingly similar pattern of divergent gene expression to WT and GPR174-deficient B cells. 

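After 4 h, Cd86, which encodes a costimulatory ligand, gave 436 ± 81.0 normalized counts in Gαs WT and 82.4 ± 19.2 in Gαs-deficient B cells (SD, n = 3), a log2 fold change of 2.39 (standard error 0.22, adjusted p = 0.00050 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 0 h it gave 98.2 ± 15.4 and 101 ± 10.2. Crem, a transcription regulator that responds to cAMP, gave 380 ± 159 and 35.4 ± 1.33 at 4 h, a log2 fold change of 3.41 (standard error 0.34, adjusted p = 0.00071 by edgeR's quasi-likelihood test). Of 8 genes of phosphodiesterases that degrade cAMP, 3 were higher in WT (5 higher and 1 lower when adjusted over the list alone). They were Pde3b (log2 fold change 2.82), Pde4d, with 140 ± 16.2 counts in WT and 39.7 ± 11.1 in KO, and Pde4b, with 7662 ± 113 and 4399 ± 158. Of the Nr4a nuclear receptor genes, Nr4a2 gave 61.8 ± 12.8 counts in WT and 6.44 ± 0.777 in KO (log2 fold change 3.23, standard error 0.36). Nr4a1 gave 47.1, 753 and 452 counts in WT replicates 1, 2 and 3 and 194 ± 65.9 in KO, and did not pass the test (adjusted p = 0.59 from edgeR). Nr4a3 had 6, 3 and 3 raw counts in WT and 2, 0 and 2 in KO, too few to be tested. Of 13 genes of chemoattractant and orphan receptors, 4 were higher in WT (7 higher and 2 lower when adjusted over the list alone, and adjusted p = 0.051 with an estimated correlation). These included Ccr7, a chemokine receptor (log2 fold change 1.21, standard error 0.21), Gpr132 (1.15, 0.12) and Gpr171 (2.48, 0.16). Of 16 cAMP/CREB response genes, 8 were higher in WT, among them the AP-1 gene Fosl2 (2.86), and the other 8 did not pass (12 higher when adjusted over the list alone, and adjusted p = 0.051 with an estimated correlation). Of 19 genes of B cell activation and NF-κB, Cd86, the interleukin 2 receptor gene Il2ra (1.64) and Rel (0.64) were higher and Cd40 (−0.84) was lower (5 and 1 when adjusted over the list alone, and adjusted p = 0.051 with an estimated correlation). Of 17 immediate early genes, 1 was higher, Nr4a2 (3 when adjusted over the list alone, and adjusted p = 0.30 with an estimated correlation). The gene lists here were written with the paper's values for these libraries already seen. They hold genes that the paper names, such as Ccr7, Gpr132 and Gpr171 among the receptors. Their counts and set tests are thus not independent evidence. Cd86 lies on chromosome 16 of GRCm38 from 36568956 to 36666158, Crem on chromosome 18 from 3266354 to 3337773, and Gpr171 on chromosome 3 from 59096448 to 59101821. The call of Ccr7 (adjusted p = 0.015 from edgeR) was lost without WT 4 h replicate 3 or without any 1 KO 4 h library, at an adjusted p of up to 0.117 over 13 alternatives, which gave log2 fold changes of 1.01 to 1.44. Il2ra was lost without WT 4 h replicate 3 or KO 4 h replicate 2 or 3 (up to 0.122), Cd40 without WT 4 h replicate 3 or any 1 KO 4 h library (0.162), and Rel and Fosl2 without any 1 library apart from WT 4 h replicate 1 (0.185 and 0.176). Nr4a1 passed only without WT 4 h replicate 1 (adjusted p = 5.2e-05 from edgeR, and up to 0.90 over the alternatives), where 13 cAMP/CREB response genes were higher.

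**Figure D1:**
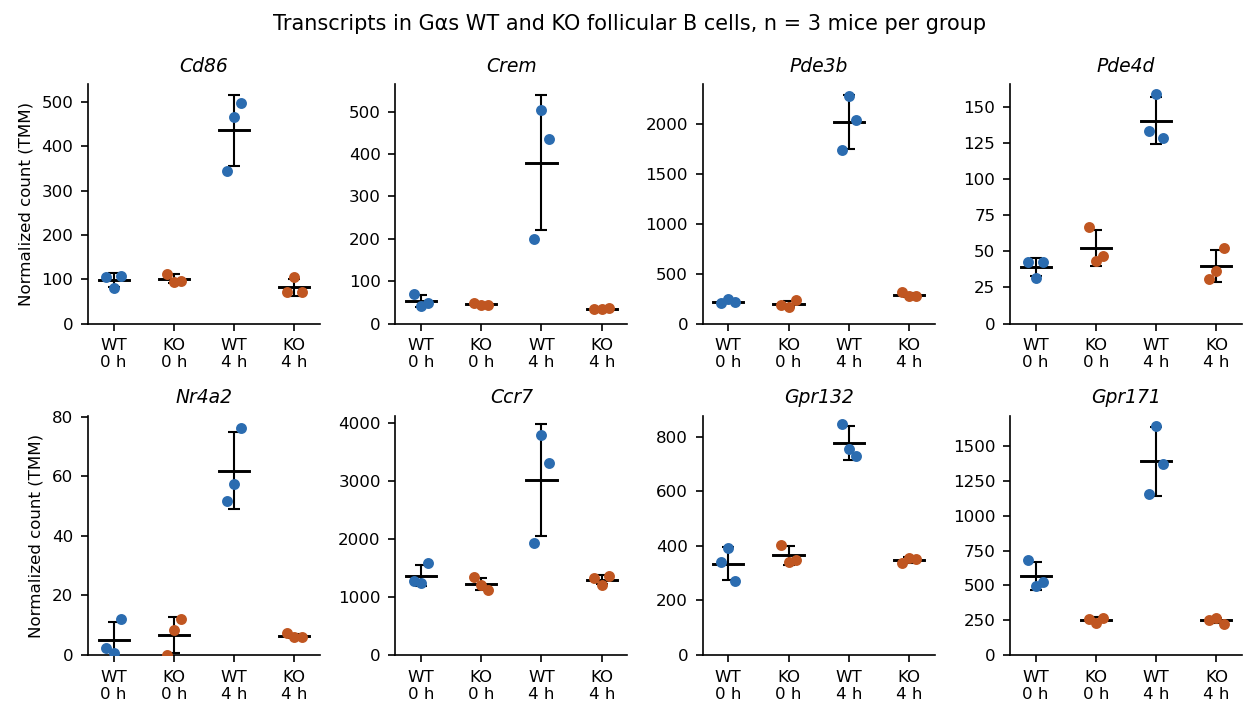
Normalized counts (TMM) of 8 genes in each library of Gαs WT and KO follicular B cells at 0 h and after 4 h of culture, with horizontal bars for the mean and vertical bars for the SD of 3 mice. At 4 h the WT libraries of Cd86 sit at 344.5 to 498 and the KO libraries at 70.8 to 105.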

G*α*s WT B cells had increased expression of *Cd86*, *Crem*, phosphodiesterases, *Nr4a* family members, *Ccr7*, *Gpr132*, and *Gpr171* compared to G*α*s-deficient B cells (Fig. 4*D*). 

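P2ry10, a receptor gene, rose in culture in Gαs WT B cells, from 1162 ± 47.8 normalized counts at 0 h to 2770 ± 799 at 4 h (SD, n = 3). In Gαs-deficient B cells it gave 1126 ± 101 and 1143 ± 107. The log2 fold change at 4 h, WT over KO, was 1.27 (standard error 0.20, adjusted p = 0.0085 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gpr174 gave 1225 ± 163 counts in WT and 1269 ± 28.2 in KO at 4 h, a log2 fold change of −0.06 (standard error 0.12, adjusted p = 0.91 from edgeR). On GRCm38, P2ry10 lies on chromosome X from 107088492 to 107104974 and Gpr174 from 107255878 to 107296771. They are 150903 bp apart, and 2 annotated genes, P2ry10b and Gm14834, lie between them. P2ry10b, a paralog of P2ry10, has no row in the count tables, so how reads shared between the pair were counted is not known. Without any 1 of the 3 KO 4 h libraries the call of P2ry10 was lost, at an adjusted p of up to 0.0876 over 13 alternatives, with log2 fold changes of 1.14 to 1.49.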

*P2ry10*, which is adjacent to *Gpr174* on the X chromosome, was increased in WT compared to G*α*s-deficient B cells, indicating that the *P2ry10* increase observed in WT versus GPR174-deficient B cells was not due to disruption of the locus in generating the *Gpr174 tdTomato* allele. 

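Cd22, which encodes an inhibitory coreceptor of the B cell receptor, gave 1356 ± 342 normalized counts in Gαs WT and 2864 ± 53.5 in Gαs-deficient B cells at 4 h (SD, n = 3), a log2 fold change of −1.08 (standard error 0.16, adjusted p = 0.0072 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Btla, another inhibitory receptor gene, gave 949 ± 64.0 and 2504 ± 196 (log2 fold change −1.40, standard error 0.11), and Cd200, the gene of a ligand of an inhibitory receptor, gave 111 ± 8.55 and 275 ± 36.3 (−1.32, 0.17). At 0 h, Cd22 gave 3847 ± 396 in WT and 4186 ± 271 in KO, Btla 2416 ± 121 and 2484 ± 168, and Cd200 191 ± 30.6 and 229 ± 24.2. Of 10 genes of receptors with an ITIM, Cd22 and Btla were lower in WT at 4 h and the other 8 did not pass (4 lower when adjusted over the list alone, and adjusted p = 0.11 with an estimated correlation). Of 14 MHC class II genes, 1 was lower in WT, Ciita (6 when adjusted over the list alone, and adjusted p = 0.21 with an estimated correlation). It gave 383 ± 90.4 counts in WT and 865 ± 80.6 in KO. Of 23 genes of B cell receptor signaling and B cell identity, 6 were lower in WT (1 higher and 10 lower when adjusted over the list alone, camera adjusted p = 2.5e-09, and adjusted p = 0.042 with an estimated correlation). They included the kinase gene Prkcb (log2 fold change −0.69) and the transcription factor genes Bach2 (−0.72) and Bcl6 (−0.88). These 3 lists hold genes that the paper names, such as Cd22, Btla, Ciita and Fcer2a. They were written with its values already seen, so they are not independent evidence. Btla lies on chromosome 16 of GRCm38 from 45223705 to 45252895, Cd200 on the same chromosome from 45382111 to 45409060, and Cd22 on chromosome 7 from 30865404 to 30880342. Without KO 4 h replicate 3, Cd22 had an adjusted p of 0.0632, the highest over 13 alternatives, and Prkcb, Bach2 and Bcl6 were not called without it either, at up to 0.0545, 0.0637 and 0.101. Bach2 was lost also without KO 4 h replicate 1, and Bcl6 without KO 4 h replicate 1 or 2. Without WT 4 h replicate 1, 13 genes of the B cell receptor list and 7 MHC class II genes were lower.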

Similar to GPR174-deficient B cells, G*α*s-deficient B cells had higher expression of *Cd22*, *Btla*, and *Cd200* than WT cells (Fig. 4*D*). As expected, G*α*s WT B cells showed similar gene induction to GPR174 WT B cells during culture (*SI Appendix*, Fig. S4*A*). 

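In Gαs WT B cells, 203 of 10056 genes rose and 376 fell from 0 h to 4 h of culture. The chemokine gene Ccl4 rose from 3.12 ± 2.09 to 76.1 ± 2.76 normalized counts (SD, n = 3), Il2ra from 16.1 ± 6.97 to 122 ± 28.1 and the transcription factor gene Ets2 by a log2 fold change of 2.73. Cd86 rose by a log2 fold change of 2.14 (standard error 0.20, adjusted p = 0.00034 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Crem by 2.84 (standard error 0.34, adjusted p = 0.0011 from edgeR). Gpr132 rose by 1.21, Gpr171 by 1.28, Nr4a2 by 3.56 and Fosl2 by 3.44. Btla (−1.36), Cd22 (−1.51), Ciita (−1.79) and Fcer2a (−1.06) fell. Of 17 cAMP/CREB response genes, 7 rose and 1 fell, Fos (10 and 2 when adjusted over the list alone, and adjusted p = 0.113 with an estimated correlation). Of 8 cAMP phosphodiesterase genes, Pde2a (1.51), Pde3b, Pde4b (1.01) and Pde4d (1.84) rose and 1 other fell (5 and 1 when adjusted over the list alone). Of 18 genes of B cell activation and NF-κB, 5 rose and Cd69 (−0.85) fell (7 and 3 when adjusted over the list alone, and adjusted p = 0.053 with an estimated correlation). Of 10 ITIM receptor genes, 4 fell and the other 6 did not pass (6 when adjusted over the list alone, and adjusted p = 0.053 with an estimated correlation), and of 14 MHC class II genes 3 fell (8 when adjusted over the list alone, and adjusted p = 0.113 with an estimated correlation). The lists here hold genes that the paper names and were written with its values already seen, so they are not independent evidence. Without WT 4 h replicate 1, 439 genes rose and 707 fell. Without any 1 of the other WT libraries, 86 to 120 rose and 124 to 241 fell. Cd69 was lost without any 1 of those other libraries, at an adjusted p of up to 0.291, and Fos without WT 0 h replicate 3 (0.0707).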

Similar to GPR174-deficient B cells, G*α*s-deficient B cells displayed fewer changes in gene expression, and the changes that did occur overlapped with those in WT cells (*SI Appendix*, Fig. S4*B*).

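In Gαs-deficient B cells, 282 of 9759 genes rose and 604 fell from 0 h to 4 h. Of the genes tested in both genotypes, 88 rose in both, where independent lists would share 5.49, and 258 fell in both, where they would share 23.0 (Fisher's exact test, p = 7.8e-88 and 1.1e-243, with genes taken as independent, which they are not). Of the 282 genes that rose in KO, 260 (92.2%) had a positive log2 fold change in WT, and of the 602 that fell and were tested in both, 585 (97.2%) had a negative one. The insulin-like growth factor receptor gene Igf1r rose in KO from 60.4 ± 9.07 to 400 ± 115 normalized counts and in WT from 53.9 ± 24.9 to 248 ± 84.0 (SD, n = 3). Hes1, a Notch target gene, fell by a log2 fold change of −2.55 in KO and of −2.98 in WT. Cd86 in KO had a log2 fold change of −0.29 and Crem of −0.36, and neither passed the test (adjusted p = 0.50 and 0.54 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Neither did Ciita (−0.12), Fcer2a (−0.06) nor Btla (0.01, adjusted p = 0.99 from edgeR), while Cd22 fell in KO too (−0.55, standard error 0.09, adjusted p = 0.00020 from edgeR). Of 10 ITIM receptor genes, 3 fell in KO, Cd22, Fcgr2b (−0.90) and Ceacam1 (−0.54), and Lilrb4 rose (4 and 1 when adjusted over the list alone, camera adjusted p = 0.077, and adjusted p = 0.279 with an estimated correlation). The call of Fcgr2b was lost in both fits on all 12 libraries (up to 0.142), and that of Ceacam1 in 8 of 14 alternatives, among them those without any 1 KO 4 h library (up to 0.0929). The difference between the genotypes in these changes passed the test for Cd86, Crem and Ciita, with adjusted p-values of 0.00046, 0.0012 and 0.00052 from edgeR. It did not without replicate 3 of every group, nor for Crem and Ciita without replicate 2, at up to 0.155, 0.249 and 0.148. Of 15 cAMP/CREB response genes, 4 rose in KO, Nr4a1 (0.94), Pde4b (0.35) and Pde3b among them, and 2 fell, 1 of them Fosb (−1.93), with a camera adjusted p of 0.60 for the list. Over the 17 members tested for the difference, 3 changed more in WT (7 when adjusted over the list alone, camera adjusted p = 5.0e-16, and adjusted p = 0.019 with an estimated correlation). The list was written with the paper's values for these libraries already seen. It holds genes that the paper names, so this is not independent evidence. The calls of Nr4a1, Pde4b and Fosb were lost without KO 4 h replicate 1 or 3, without KO 0 h replicate 3 and in some other fits, at up to 0.693, 0.147 and 0.148 over 14 alternatives. Without KO 4 h replicate 3, 170 genes rose in KO, and a required log2 fold change over 0.5 left 187. The order of the genotypes turned with all 12 libraries in 1 fit, which gave 145 genes that rose and 318 that fell in KO against 441 and 704 in WT.

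**Figure D2:**
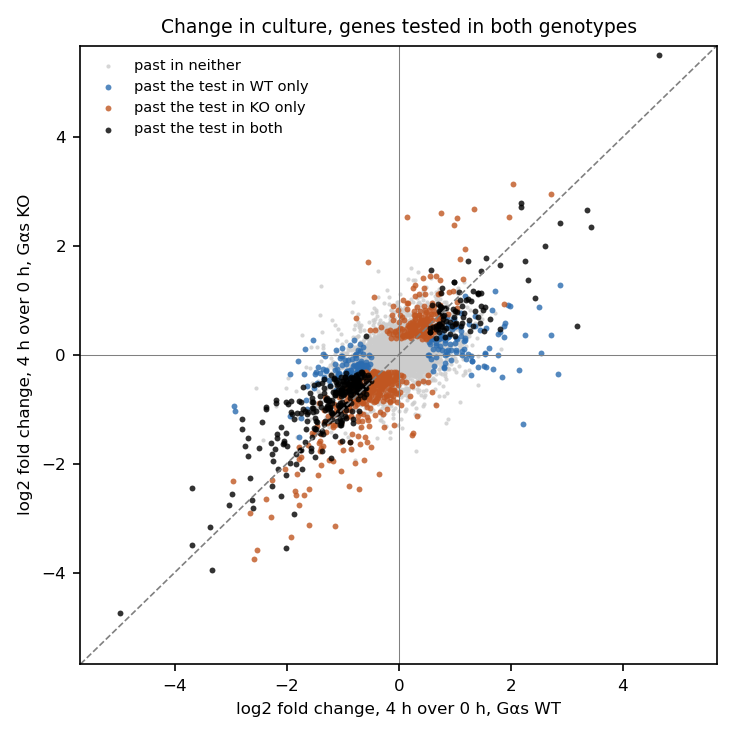
Log2 fold change from 0 h to 4 h of culture in Gαs WT (horizontal axis) and Gαs KO (vertical axis) B cells, with a point for each of 9705 genes tested in both and a dashed line where the changes are equal. Points are black for 347 genes past the test in both genotypes, blue for 212 in WT only, orange for 537 in KO only and grey for 8609 in neither.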

**Fig. 4.**
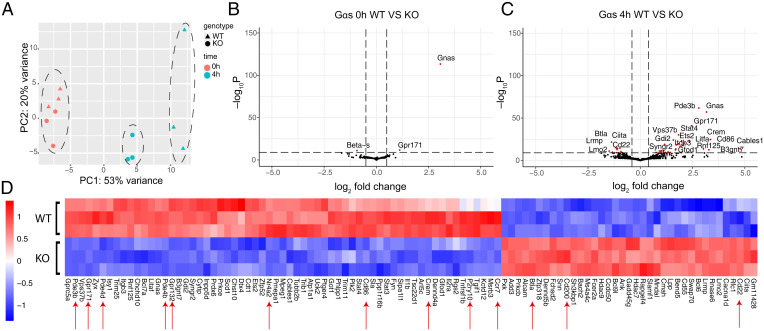
G*α*s-deficient B cells phenocopy gene expression changes in GPR174-deficient cells. (*A*) PCA plot of RNAseq data from sorted G*α*s WT and KO B cells cultured for the indicated times (*n* = 3 mice per genotype). (*B* and *C*) Volcano plots of DEGs between WT and KO B cells at 0 h (*B*) and 4 h (*C*). Dashed lines indicate fold-change and *P*-value cutoffs for highlighted DEGs. (*D*) Heatmap of top 100 DEGs in G*α*s WT versus KO B cells after 4 h of culture. Red arrows indicate genes referenced in the text.

Interestingly, expression of *Ier2* and *Gpr171*, which had increased expression in WT versus GPR174-deficient B cells at 4 h and both of which are predicted to contain conserved TATA-associated CRE sites (32), was higher in G*α*s WT than in G*α*s-deficient B cells immediately ex vivo (Dataset S3).

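Ier2, an immediate early gene, gave 502 ± 76.0 normalized counts in Gαs WT and 273 ± 35.3 in Gαs-deficient B cells at 0 h (SD, n = 3), a log2 fold change of 0.87 (standard error 0.15, adjusted p = 0.035 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gpr171, an orphan receptor gene, gave 569 ± 103 and 254 ± 18.9, a log2 fold change of 1.16 (standard error 0.15, adjusted p = 0.0046 from edgeR). At 4 h, Ier2 gave 352 ± 92.8 in WT and 227 ± 32.5 in KO, a log2 fold change of 0.62 that did not pass the test (adjusted p = 0.22 from edgeR). Junb, also an immediate early gene, gave 1046 ± 256 and 694 ± 48.3 at 0 h and did not pass either (log2 fold change 0.59, adjusted p = 0.46 from edgeR). Of 17 immediate early genes measured at 0 h, Ier2 was higher in WT and the other 16 did not pass (5 higher and 1 lower when adjusted over the list alone, and adjusted p = 0.42 with an estimated correlation). Of 15 cAMP/CREB response genes, Ier2 again was the 1 higher gene (3 when adjusted over the list alone, and adjusted p = 0.42 with an estimated correlation). Ier2 lies on chromosome 8 of GRCm38 from 84661331 to 84662852. Its call at 0 h was lost without WT 0 h replicate 1 or 3, without KO 0 h replicate 2 or 3, with all 12 libraries in 1 fit and with erythroid genes removed, at adjusted p-values of up to 0.504 over 13 alternatives. That of Gpr171 was lost without KO 0 h replicate 2 or 3, at up to 0.104.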

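The reverse question was asked of the Gαs libraries, namely where the genes with the smallest adjusted p in the paper's GPR174 4-h list lie among all genes ranked by the Gαs WT versus KO difference at 4 h. Of the 100 such genes higher in GPR174 WT cells, 99 were measured, and as a set they were higher in Gαs WT cells than other genes (camera, p = 1.4e-151, and p = 0.00030 with an estimated correlation). The 99 measured of the 100 lower in GPR174 WT cells were lower as a set (p = 2.2e-92, and p = 5.0e-05 with an estimated correlation). Of single genes on the list, Pde4d has a log2 fold change of 1.92 and Gpr132 of 1.14 for GPR174 in the paper, and both were higher in Gαs WT cells. The set test compares a set with all other genes and rests on 6 libraries, so it does not say which single genes differ.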

Gene set enrichment analysis (GSEA) of DEGs in WT versus G*α*s-deficient B cells at 4 h revealed a strong enrichment for differential expression in the WT versus GPR174-deficient 4-h dataset (*SI Appendix*, Fig. S4*C*). Furthermore, analysis of de novo transcription factor-binding motifs in DEGs that increased in GPR174 or G*α*s WT B cells during culture showed significant enrichment for CREB-binding motifs, whereas this was not the case for de novo motif analyses of GPR174- or G*α*s-deficient B cells (*SI Appendix*, Fig. S4*D*). 

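Of 18 genes of Gαs-coupled receptors, 5 passed the filter on low counts in the Gαs libraries at 4 h. Ptger4, the gene of a prostaglandin E2 receptor, gave 132 ± 13.3 normalized counts in WT and 141 ± 8.94 in KO B cells at 0 h, and 200 ± 20.4 and 87.4 ± 9.69 at 4 h (SD, n = 3). Its log2 fold change at 4 h, WT over KO, was 1.19 (standard error 0.18, adjusted p = 0.0069 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adrb2, the gene of the beta 2 adrenergic receptor, gave 54.9 ± 17.3 in WT and 88.4 ± 12.2 in KO at 0 h, and 42.9 ± 19.9 and 64.8 ± 18.6 at 4 h, a log2 fold change of −0.62 (standard error 0.37, adjusted p = 0.56 from edgeR). Gpr65, a receptor that senses protons, gave 342 ± 25.0 in WT and 254 ± 47.3 in KO at 4 h and did not pass either. Of the 5 receptor genes, Ptger4 was the 1 that differed (1 when adjusted over the list alone). Of the log2 fold changes of the 5, 2 were positive and 3 negative. For the difference in the change during culture, WT minus KO, the list leaned upward (camera adjusted p = 0.039, and adjusted p = 0.12 with an estimated correlation), with 3 positive and 2 negative. Of 16 genes of the cAMP signaling machinery, Gnas was higher in WT, and the Epac genes Rapgef3 (−1.99) and Rapgef4 (−0.94) were lower (3 and 3 when adjusted over the list alone). Without KO 4 h replicate 1 or 3 the call of Ptger4 was lost, at an adjusted p of up to 0.0637 over 13 alternatives, and Rapgef3 was lost without any 1 library apart from WT 4 h replicate 1 (up to 0.212) and Rapgef4 without KO 4 h replicate 3 (0.0545). A receptor's transcript level does not measure its signaling. The paper reasons here from the likeness of GPR174-dependent and Gαs-dependent transcript induction.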

The level of similarity between GPR174- and G*α*s-dependent transcript induction indicated that GPR174 was the primary G*α*s-coupled receptor in this context, despite the presence of additional G*α*s-coupled GPCRs in B cells, including ADRB2 and PTGER4 (33, 34) (https://www.Immgen.org). 

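Pde3b, which encodes a phosphodiesterase that degrades cAMP, gave 220 ± 18.4 normalized counts at 0 h and 2020 ± 269 at 4 h in Gαs WT B cells (SD, n = 3). In Gαs-deficient B cells it gave 197 ± 33.0 and 286 ± 22.4. It rose in culture by a log2 fold change of 3.18 in WT (standard error 0.15, adjusted p = 8.7e-06) and of 0.53 in KO (standard error 0.15, adjusted p = 0.024) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The difference between these changes was 2.65 (adjusted p = 5.7e-06 from edgeR). The paper's Dataset S1 gives a log2 fold change of 1.78 in culture for GPR174-deficient B cells, and of 1.71 for GPR174 WT over KO at 4 h. The 2 sets of cells were sequenced with different kits, and the difference between them was not tested. Pde3b lies on chromosome 7 of GRCm38 from 114415222 to 114537938. Its rise in KO was not called without KO 0 h replicate 1 or 2 or without KO 4 h replicate 1 or 3, at an adjusted p of up to 0.14, with log2 fold changes of 0.43 to 0.68 over 14 alternatives.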

*Pde3b* was one gene that was more strongly affected by G*α*s than GPR174 deficiency, as it was moderately up-regulated in GPR174-deficient but not in G*α*s-deficient B cells (*SI Appendix*, Figs. S3*B* and S4*B*). PDE3b is activated by PKA phosphorylation (35), and G*α*s-mediated induction of this gene may be part of a negative feedback loop when cAMP is present.

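Of the 282 genes that rose during culture in Gαs-deficient B cells, 109 (38.7%) had a larger log2 fold change in WT cells and 173 a larger one in KO cells. The median log2 fold change of these genes was 0.54 in WT and 0.60 in KO. A test of the difference itself passed for 4 of them with the larger rise in WT, namely Pde3b, Gdi2, Syngr2 and Satb1, and for 2 with the larger rise in KO. Satb1, a chromatin organizer gene, rose by 1.28 in WT and 0.44 in KO (log2 fold change), and Syngr2, a gene of a vesicle protein, by 1.82 and 0.47. Gdi2, Syngr2 and Satb1 were named after their values were seen. Genes picked because they passed in KO lean toward larger changes in KO by chance, so the same count was made for genes called for culture averaged over both genotypes. Of 649 such genes that rose, 438 had the larger log2 fold change in WT and 211 in KO, with medians of 0.61 and 0.45. This choice in turn leans toward WT, whose libraries spread more, so neither count settles which genotype changed more. The differences between genotypes were tested with edgeR's quasi-likelihood test on all 12 libraries.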

Among the genes that increased in expression over time in GPR174- and G*α*s-deficient B cells, most increased to a lesser extent than in WT cells. However, there was a small set of genes that increased in expression more in GPR174- and G*α*s-deficient than in WT cells during culture. 

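Alcam, a gene of a cell adhesion molecule, rose in culture from 457 ± 0.560 to 1346 ± 90.8 normalized counts in Gαs-deficient B cells and from 391 ± 44.7 to 589 ± 32.0 in WT cells (SD, n = 3). These are log2 fold changes of 1.55 in KO and 0.58 in WT, and their difference of −0.98, WT minus KO, passed the test (adjusted p = 0.0064 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among genes that rose in KO, the other one whose rise was larger there by this test was Fchsd2 (0.35 in KO and −0.58 in WT), named after its values were seen. Over all 10191 genes tested for the difference, 33 had the higher change in WT and 24 the higher change in KO. Among the 24 are genes that fell more in WT, such as Slamf1 (−2.81 in WT and −1.18 in KO) and the transcription regulator gene Lmo2 (−2.37 and −0.96). Alcam lies on chromosome 16 of GRCm38 from 52248996 to 52453081. Without replicate 2 or without replicate 3 of every group, edgeR gave 3 genes higher in WT and 0 in KO, where all 12 libraries gave 354 in KO at an unadjusted p under 0.05 and DESeq2 called 53. The differences for Alcam, Slamf1 and Lmo2 were then lost too, at adjusted p-values of up to 0.577, 0.736 and 0.634 over 9 alternatives. Without WT 4 h replicate 1 alone, 58 genes were higher in each.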

Comparing overlap of these DEGs revealed multiple genes involved in cholesterol uptake and biosynthesis, including *Ldlr*, *Sqle*, and *Hmgcs1* (*SI Appendix*, Fig. S4*E*). This may reflect a G*α*s-dependent repression of a latent cholesterol synthesis drive and could have relevance for understanding the repressive effect of some G*α*s-coupled receptors on lymphocyte proliferation (2, 7, 13, 36).

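Ldlr, the gene of the receptor that takes up LDL cholesterol, rose in culture in Gαs-deficient B cells by a log2 fold change of 1.11 (standard error 0.14, adjusted p = 1.1e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sqle, the gene of squalene epoxidase, rose by 1.14 (standard error 0.16) and Hmgcs1, the gene of HMG-CoA synthase, by 0.91 (standard error 0.12). In WT cells the 3 genes had log2 fold changes of 0.69 (standard error 0.20), 0.74 (0.20) and 0.46 (0.14), and none of them passed the test. Of 22 genes of cholesterol synthesis and uptake measured in KO, 8 rose (9 when adjusted over the list alone, camera adjusted p = 4.1e-12, and adjusted p = 0.038 with an estimated correlation). In WT, 2 of 23 rose, Fdps (1.08) and Cyp51 (0.60), and 6 when adjusted over the list alone (camera adjusted p = 0.0015, and adjusted p = 0.198 with an estimated correlation). The difference between genotypes in these changes did not pass for any of 23 genes with edgeR, nor when adjusted over the list alone, and it was −0.42 for Ldlr, −0.40 for Sqle and −0.45 for Hmgcs1, WT minus KO (adjusted p = 0.94, 0.94 and 0.74 from edgeR). In simulated counts this test called 2.99% of genes whose change differed by a factor of 1.5, so differences this small are mostly missed. As a set, their difference, WT minus KO, lay below that of other genes (camera adjusted p = 0.017, and adjusted p = 0.193 with an estimated correlation). The list shares genes such as Ldlr, Sqle and Hmgcs1 with Fig. S4E, so this is not independent evidence. At 4 h, 1 of 22 was lower in WT than in KO, Srebf2 (log2 fold change −0.92), the gene of a transcription factor of the pathway, and 4 when adjusted over the list alone (adjusted p = 0.197 with an estimated correlation). Of 7 LXR target genes, which act in cholesterol efflux and lipid synthesis, the desaturase gene Scd1 was higher in WT at 4 h (1.05) and fell in KO (−0.99), Abcg1 fell in KO (−0.64, adjusted p = 0.0099 from edgeR), and Apoe rose in both (1.42 in WT and 1.13 in KO). When adjusted over the list alone, 2 were higher at 4 h, 2 rose in WT, and 1 rose and 2 fell in KO. The call of Abcg1 was lost with all 12 libraries in 1 fit, by DESeq2 on all 12 and without KO 4 h replicate 1 or 2, at an adjusted p of up to 0.293. Of the 12 genes of Fig. S4E, 12 rose in KO (12 when adjusted over the list alone) and 5 in WT (9 when adjusted over the list alone). The difference, WT minus KO, was negative for 12 of 12 and passed for Alcam (1 when adjusted over the list alone, camera adjusted p = 2.2e-07, and adjusted p = 0.0077 with an estimated correlation), and since the study chose them partly on these samples this is not independent evidence. Fdps and Cyp51 in WT were lost without any 1 WT 0 h library and without WT 4 h replicate 2 or 3, at adjusted p-values of up to 0.122, and Srebf2 at 4 h without WT 4 h replicate 2 or any 1 KO library (up to 0.249). In WT, Ldlr and Sqle passed by DESeq2 and with all 12 libraries in 1 fit, with adjusted p-values of 0.0058 to 0.235 and 0.0015 to 0.195 over 14 alternatives. The paper's Dataset S3 lists Ldlr, Sqle and Hmgcs1 among the genes that rose in WT. Apoe in WT was lost by DESeq2, without any 1 WT 0 h library and without WT 4 h replicate 3 (up to 0.18). Without WT 4 h replicate 1, 5 cholesterol genes were lower in WT than in KO at 4 h.

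**Figure D3:**
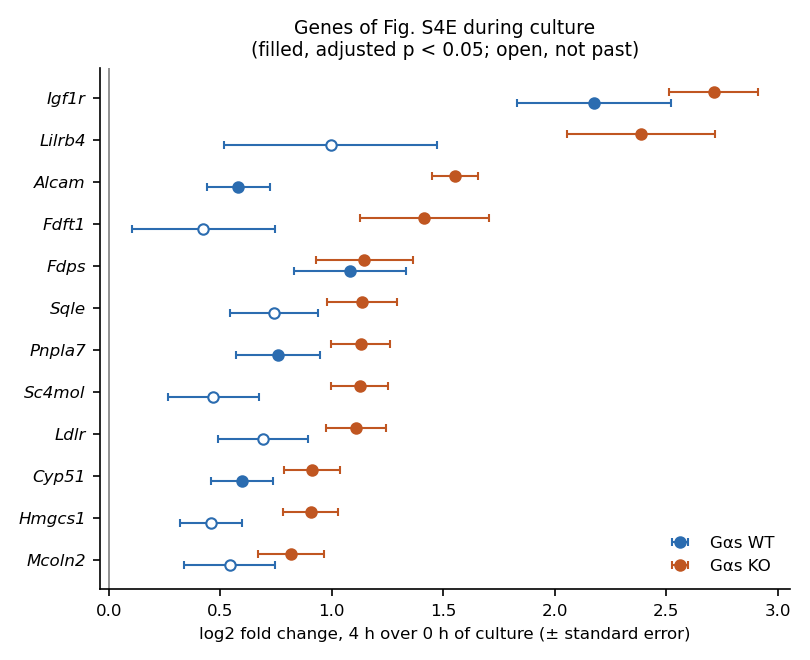
Log2 fold change from 0 h to 4 h of culture (horizontal axis) of the 12 genes of Fig. S4E in Gαs WT (blue) and KO (orange) B cells, with bars for the standard error from 3 mice per group. Filled circles passed the test at an adjusted p under 0.05, which all 12 did in KO and 5 did in WT.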

### Increased Survival of GPR174- and G*α*s-Deficient B Cells in Culture.

When murine B cell cultures were extended to 1 d, CD86 expression on WT B cells was reduced compared to that in 6 h of culture and the difference between WT and GPR174-deficient B cells was no longer evident, whereas G*α*s-deficient B cells continued to show decreased CD86 expression (Fig. 5*A*). In the 1-d cultures there was considerable B cell death (Fig. 5*B*). Notably, GPR174-deficient B cells underwent significantly less cell death than WT B cells, and this phenotype was more prominent with G*α*s-deficient B cells (Fig. 5*B*). Addition of forskolin and IBMX to the cultures led to a substantial further reduction in B cell viability and this effect was partially dependent on GPR174 and fully dependent on G*α*s (Fig. 5*B*). Although WT B cell cultures had few viable cells after 48 h of unstimulated incubation, GPR174 deficiency still conferred a protection against cell death (Fig. 5*C*). This viability effect was not dependent on the presence of other cells in the culture, as fluorescence-activated cell sorting (FACS)-purified B cells showed a similar viability difference to B cells from total splenocytes (Fig. 5*D*).

**Fig. 5.**
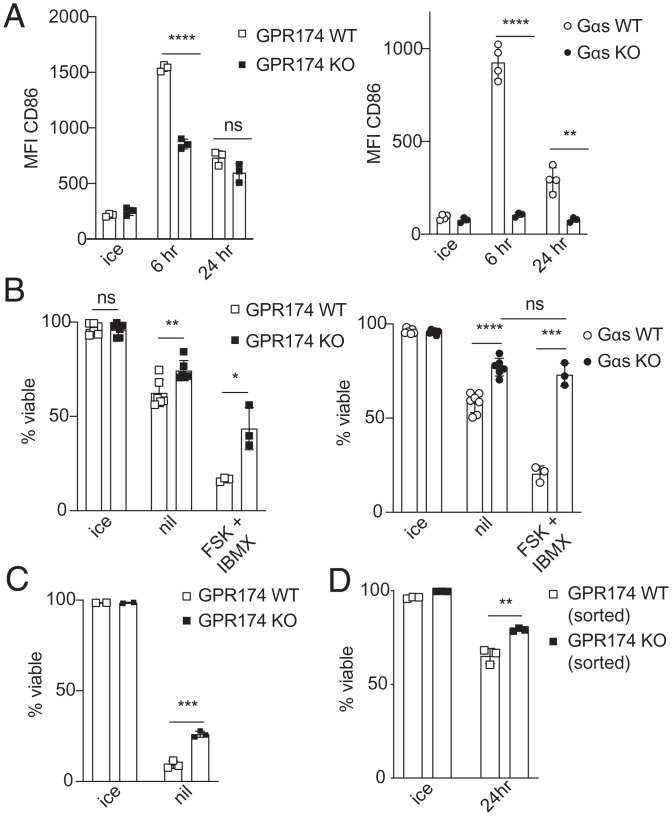
GPR174- and G*α*s-deficient B cells show increased viability in vitro. (*A*) MFI of CD86 on GPR174 (*Left*, *n* = 3 mice per genotype) or G*α*s (*Right*, *n* = 4 WT, *n* = 3 KO mice) B cells after 6 or 24 h of unstimulated culture. (*B*) Percentage of viable GPR174 (*Left*, *n* = 6 mice per genotype for ice/nil, *n* = 3 mice per genotype for FSK + IBMX) or G*α*s (*Right*, *n* = 7 WT, *n* = 6 KO for ice/nil, *n* = 3 mice per genotype for FSK + IBMX) B cells after 24 h of unstimulated culture with or without forskolin + IBMX. (*C*) Percentage of viable GPR174 WT and KO B cells after 48 h of unstimulated culture (triplicate wells). (*D*) Percentage of viable sorted GPR174 WT and KO B cells after 24 h of unstimulated culture. *A*–*C* are representative of at least three experiments including male and female mice. Bar graphs represent mean ± SD. Statistical significance for *A*–*D* was determined by unpaired *t* test. ns, not significant; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

### GPR174-G*α*s Promotes NUR77 Expression In Vitro and In Vivo.

One of the differentially expressed genes in cultured WT B cells at both 1 and 4 h was *Nr4a1*, encoding NUR77, an early response gene that is well studied in lymphocytes for its induction via antigen receptor signaling (37, 38). To validate GPR174- and G*α*s-dependent induction of *Nr4a1* we performed intracellular staining of NUR77 in WT and G*α*s-deficient mice. NUR77 protein levels were spontaneously induced in WT but not G*α*s-deficient B cells within 1 h of culture in the absence of stimulation (Fig. 6*A*). While treatment with anti-IgM increased NUR77 expression in both WT and G*α*s-deficient B cells, expression in G*α*s-deficient B cells was not fully rescued. WT and G*α*s-deficient B cells showed comparable levels of NUR77 protein immediately ex vivo. However, B cells from WT and NUR77 KO mice also showed similar levels of NUR77 staining (*SI Appendix*, Fig. S5*A*), indicating that the antibody staining was not sufficient to detect the low levels of NUR77 that exist at the steady state in mature B cells.

**Fig. 6.**
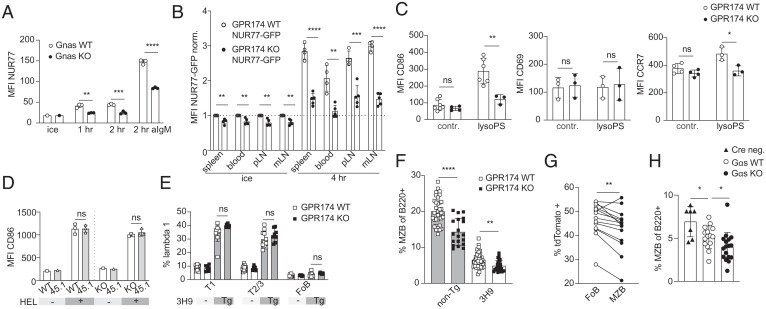
GPR174-G*α*s promotes NUR77 expression in vivo and influences MZ size. (*A*) MFI of intracellular NUR77 on splenic B cells from G*α*s WT or KO mice cultured for the indicated times with or without anti-IgM or maintained on ice (triplicate wells). (*B*) MFI of NUR77-GFP reporter on GPR174 WT (*n* = 4 mice) or KO (*n* = 5 mice) male follicular B cells from indicated tissues either immediately after harvesting (*Left*) or 4 h of unstimulated culture (*Right*). All values are normalized within each tissue to the WT sample that was maintained on ice. (*C*) MFI of CD86 (*Left*), CD69 (*Center*), and CCR7 (*Right*) on follicular B cells from draining popliteal lymph nodes of GPR174 WT or KO mice 4 to 6 h after footpad injection of 25 µg 18:1 lysoPS. Contr., contralateral (nondraining) lymph node. (*D*) MFI of CD86 on adoptively transferred GPR174 WT or KO MD4 (or CD45.1 congenic WT MD4) B cells 4 to 6 h after i.v. injection of 1 mg HEL or saline. (*E*) Percentage of $V_{\lambda }$1 positive splenic T1 transitional (T1, CD93^+^CD23^--^), T2/3, or follicular (FoB) B cells from GPR174 3H9 transgenic or nontransgenic mice (N ≥ 7 mice per genotype). (*F*) Percentage of MZ B cells (MZB, CD21/35^+^CD23^--^) of total splenic B220^+^ cells in GPR174 3H9 transgenic or nontransgenic mice (N ≥ 20 mice per genotype). (*G*) Percentage of tdTomato reporter positive of follicular or MZ B cells from *Gpr174^+∕--^* female mice (*n* = 14 mice). Lines connect percentage between compartments within the same mouse. (*H*) Percentage of MZB of splenic B220^+^ cells from *Gnas^+∕+^ CD19 Cre^+∕--^* (WT, N = 15), *Gnas ^fl∕fl^ CD19 Cre^+∕--^* (KO, *n* = 17), or *Cre^--^* control mice (*n* = 7). *A*, *C*–*F*, and *H* are representative of at least three experiments including both male and female mice. Statistical significance for *A*–*F* and *H* was determined by unpaired *t* test. Bar graphs represent mean ± SD. Statistical significance for *G* was determined by paired *t* test. ns, not significant; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

NUR77-GFP mice show a high level of reporter in mature naive B cells due to the stability of GFP, despite rapid turnover of NUR77 in vivo (39, 40). Thus, we reasoned that the NUR77 reporter on a GPR174-deficient background might reveal subtle differences in NUR77 production or turnover. NUR77-GFP conferred a high level of GFP in follicular B cells compared to reporter negative mice, and B cells from WT NUR77-GFP mice had elevated GFP levels across multiple tissues compared to GPR174-deficient NUR77-GFP B cells (Fig. 6*B* and *SI Appendix*, Fig. S5*B*). Furthermore, WT NUR77-GFP B cells displayed more spontaneous GFP induction than GPR174-deficient NUR77-GFP B cells upon in vitro culture (Fig. 6*B* and *SI Appendix*, Fig. S5*B*). These observations provide evidence that GPR174 signaling influences gene expression in vivo under homeostatic conditions.

### Chemokines Do Not Alter GPR174-Dependent CD86 Induction.

GPR174 has been reported to bind and respond to CCR7 ligands CCL19 and CCL21 (3). At concentrations that promote the migration of CCR7-expressing cells, recombinant CCL19 and CCL21 had no effect on the CD86 up-regulation by WT B cells in vitro (*SI Appendix*, Fig. S5*C*). Prior work found reduced migration of *Gpr174 ^---∕Y ^*(male) B cells preactivated for 48 h with anti-IgM and anti-CD40 to CCL19 and CCL21. In the mice studied here we did not observe an effect of GPR174 deficiency on preactivated male B cell migration to CCL19 or CCL21 (*SI Appendix*, Fig. S5*D*). The prior work also reported that CCR7-transfected 293T cells bound to a histidine (His)-tagged form of CCL21 (3). CCL21 has a highly positively charged C terminus that can lead to binding to negatively charged proteoglycans (41). In contrast, CCL19 lacks this positively charged C terminus, so we used recombinant CCL19-Fc, a reagent previously used to study CCR7 expression (42), to test for binding to GPR174. Using transfected 293T cells that had high surface expression of the GPR174 epitope tag (OX56), we were unable to detect CCL19-Fc binding (*SI Appendix*, Fig. S5*E*). Expression of GPR174 fused at the C terminus with GFP also did not confer binding to CCL19-Fc (*SI Appendix*, Fig. S5*E*). In comparison, cells transfected with CCR7 showed a high level of CCL19-Fc binding as expected (*SI Appendix*, Fig. S5*E*). Similarly, CCL19-His bound to CCR7 but not GPR174-expressing 293T cells (*SI Appendix*, Fig. S5*F*).

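Ccr7, the gene of a receptor for CCL19 and CCL21, gave 1370 ± 188 normalized counts at 0 h and 3011 ± 964 at 4 h in Gαs WT B cells (SD, n = 3), with 1932, 3789 and 3313 in WT 4 h replicates 1, 2 and 3. In Gαs-deficient B cells it gave 1227 ± 108 and 1297 ± 73.8. Its log2 fold change in culture was 1.12 in WT (standard error 0.22, adjusted p = 0.014) and 0.07 in KO (standard error 0.10, adjusted p = 0.75) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The difference between these changes was 1.05 and did not pass the test (adjusted p = 0.10 from edgeR, and 0.00012 to 1.00 over 9 alternatives). It passed by DESeq2, without replicate 1 of every group and without WT 4 h replicate 1 alone. The rise in WT was lost without any 1 WT 0 h library and without WT 4 h replicate 3, at an adjusted p of up to 0.0798. Ccr7 lies on chromosome 11 of GRCm38 from 99144199 to 99155077.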

Our RNA-sequencing result showed that cultured B cells undergo a GPR174- and G*α*s-dependent induction of *Ccr7* (Figs. 3*C* and 4*C*). In agreement with these data, surface levels of CCR7 increased to a greater extent in cultured WT versus GPR174-deficient B cells (*SI Appendix*, Fig. S5*G*). Unstimulated T cells increased CCR7 expression to a lesser extent after 6 h of culture and the level was not different in WT versus GPR174-deficient cells (*SI Appendix*, Fig. S5*G*). CCL19-Fc binding to B cells increased in accord with CCR7 levels (*SI Appendix*, Fig. S5*H*) and there was no binding of CCL19-Fc to freshly isolated or cultured CCR7-deficient B cells (*SI Appendix*, Fig. S5*H*). In support of the ability of G*α*s-cAMP to induce CCR7, stimulation with forskolin and IBMX increased CCR7 expression and CCL19-Fc binding in B cells (*SI Appendix*, Fig. S5 *G* and *H*). G*α*s signaling has previously been shown to induce CCR7 expression and function in monocytes (43).

### LysoPS Promotes B Cell CD86 Expression In Vivo.

In vitro studies have established that several forms of lysoPS (16:1, 18:0, and 18:1 in particular) can act as ligands for GPR174 (1, 2, 7, 8, 23, 24). Although we had not detected an effect of exogenous lysoPS on B cell GPR174 signaling in vitro, the rapid increase in lysoPS that occurred upon B cell culture (*SI Appendix*, Fig. S1*J*) led us to ask whether we could observe an effect of elevating lysoPS abundance in vivo. Mice were injected with lysoPS in the footpad and the draining popliteal lymph node was monitored 4 h later. LysoPS treatment led to up-regulation of CD86 but not CD69 in draining lymph node B cells, and not in contralateral lymph node B cells, in a GPR174-dependent manner (Fig. 6*C*). LysoPS also led to a detectable increase in B cell CCR7 expression (Fig. 6*C*) and NUR77-GFP reporter expression (*SI Appendix*, Fig. S5*I*). A similar experiment in conditional G*α*s-deficient mice showed that G*α*s was required for lysoPS-mediated induction of CD86 and CCR7 (*SI Appendix*, Fig. S5*J*).

To test for altered antigen-induced CD86 up-regulation in GPR174-deficient cells in vivo, B cells from GPR174-deficient mice carrying hen egg lysozyme (HEL)-specific transgenic IgM and IgD (MD4) were transferred into WT hosts. Four to six hours following HEL immunization there was comparable induction of CD86 on WT and GPR174-deficient MD4 B cells (Fig. 6*D*). These data indicate that under these in vivo conditions, BCR-signaling–induced CD86 does not depend on GPR174 signals. Consistent with these findings, G*α*s-deficient mice mounted a normal germinal center response to a T-dependent antigen (*SI Appendix*, Fig. S5*K*).

### GPR174 Influences Marginal Zone B Cell Compartment Size.

SNPs in GPR174 are associated in several GWAS with autoimmune disease (4–6), and NUR77 plays a role in the pruning of peripheral autoreactive B cells in a mouse model of lupus (44). V_H _3H9 (3H9) mice express a transgenic Ig heavy chain that, when paired with endogenous light chains, leads to double-stranded DNA (dsDNA)-reactive B cells that are deleted during development (45–47). The V*_λ_*1 light chain is the most autoreactive and deletion in 3H9 mice preserves tolerance. Given the coincidence of GPR174 expression in B cell development with the pruning of dsDNA-autoreactive B cells and a potential role of this receptor in human autoimmune disease, we asked whether loss of GPR174 influenced tolerance in this model. WT 3H9 and GPR174-deficient 3H9 mice showed similar levels of V*_λ_*1 light chain deletion from T1 transitional to mature follicular B cells (Fig. 6*E*). Thus, tolerance appears to be intact. However, in the course of this work we noted that the percentage of splenic MZ B cells, which is expanded in 3H9 transgenic mice, was decreased in GPR174-deficient 3H9 compared to WT 3H9 mice (Fig. 6*F*). An assessment of a large number of WT and GPR174-deficient mice showed that GPR174 deficiency led to a reduction in the MZ B cell compartment of polyclonal mice (Fig. 6*F*). This GPR174-dependent defect was cell intrinsic, as *Gpr174* heterozygous females, in which random X inactivation would yield ∼50% reporter-positive cells, had lower percentages of tdTomato-positive (GPR174-deficient) cells in the MZ versus the follicular B cell compartment (Fig. 6*G*). Testing the effect of G*α*s deficiency on the MZ compartment was complicated by the *Cd19-Cre* allele being a KO allele of CD19, since CD19 loss is associated with a reduction in the MZ (48). *Cd19-Cre* heterozygosity did lead to reduced MZ size but comparing *Gnas^+∕+^ Cd19-Cre^+∕--^* and *Gnas^fl∕fl^ Cd19-Cre^+∕--^* mice suggested that G*α*s was also required for maintenance of a MZ compartment of normal size (Fig. 6*H*).

## Discussion

In this work we reveal that a GPR174-dependent gene expression program is induced in cultured B cells. This program is dependent on G*α*s, providing evidence that GPR174 in B cells signals via G*α*s-containing heterotrimeric G proteins. Notable GPR174-G*α*s–induced genes are *Nr4a1*, *Cd86*, *Ccr7*, and phosphodiesterases while GPR174-G*α*s–repressed genes include ITIM-containing receptors *Cd22* and *Btla*. Importantly, GPR174-G*α*s signaling reduces B cell viability in culture. We provide in vivo evidence that GPR174 can signal via this pathway through the finding of reduced NUR77-GFP reporter expression in mice lacking the receptor and the demonstration that lysoPS treatment increases CD86, NUR77, and CCR7 in lymph node B cells. GPR174 and G*α*s also contribute to the induction or maintenance of the MZ B cell compartment. These findings complement earlier observations on GPR174 function in T cells (2, 7, 8) in advancing our understanding of how variants in the GPR174 locus could contribute to human autoimmune disease (4–6). They also provide insights that may enable the development of improved approaches for studying B cells in culture.

The cAMP inducibility of CD86 was observed in multiple early studies with mouse and human cells (13–18, 49, 50). However, most subsequent work highlighting the ability of the BCR and other B cell-activating receptors to induce CD86 has been consistent with the NFkB inducibility of this costimulatory molecule (11, 51, 52). The BCR is not thought to engage G*α*s signaling, and we speculate that the weaker up-regulation of CD86 after in vitro BCR stimulation in GPR174- and G*α*s-deficient B cells is reflective of the CD86 induction in WT B cells representing the additive effect of the spontaneous GPR174-G*α*s (cAMP) signal and the BCR-induced (NFkB) signal. The physiological context in which cAMP contributes to CD86 induction in B cells remains to be defined although the *β*2-adrenergic receptor and prostacyclin receptor PTGIR have also been implicated in this process (50, 53).

LysoPS can be generated from phosphatidylserine (PS) by intracellular and extracellular enzymes (54, 55), and lysoPS abundance in tissue increases under inflammatory conditions (55, 56). A surprising observation in our work was that GPR174-dependent CD86 induction was unaffected by the addition of lysoPS to the cultures. However, lymphocytes can generate lysoPS (8, 57, 58) and our findings indicate that lysoPS abundance in B cells increases within minutes of in vitro incubation. We speculate that the lack of activity of exogenously added lysoPS reflects efficient occupancy of the receptor by lysoPS in an autocrine manner. However, our mouse lysoPS treatment data suggest that under homeostatic conditions in vivo the receptor is not fully occupied and exogenous lysoPS can engage the receptor and induce a CD86-containing gene expression program.

It is important to consider how our findings relate to evidence that GPR174 is a receptor for CCL19 and CCL21 (3). Our inability to detect an influence of CCL19 or CCL21 on GPR174-dependent CD86 induction is consistent with our inability to detect CCL19 binding to GPR174. Further work will be needed to resolve the discrepancy between Zhao et al. (3), detecting CCL21-His binding, and our inability to detect CCL19-His binding to GPR174-transfected HEK293T cells. Given our in vitro and in vivo findings that CCR7 can be up-regulated in naive B cells in a GPR174- and G*α*s-dependent manner, we speculate that under some conditions GPR174 promotes CCL19 and CCL21 responses by increasing CCR7 expression. Zhao et al. (3) provided biochemical evidence for GPR174 coupling to G*α*i and G*α*13 in anti-IgM plus anti-CD40–activated B cells (3). Although we have not performed biochemical studies, we believe the very close phenocopy observed in our in vitro and in vivo experiments between GPR174-deficient and G*α*s-deficient B cells provides strong evidence that GPR174 signals via G*α*s-containing heterotrimeric G proteins in naive B cells. A profiling study of GPCR-coupling capabilities reported that GPR174 strongly engaged G*α*s but could stimulate G*α*13 and G*α*i more weakly (59). Zhao et al. (3) noted as an unpublished observation that when CCR7 is ablated in activated B cells, GPR174-G*α*i coupling and GPR174-mediated migration are markedly reduced. Further studies will be needed to discern whether GPR174 undergoes a change in G-protein coupling during B cell activation and whether this involves GPR174 interaction with CCR7.

cAMP signaling in activated B cells has previously been associated with reduced viability (60). The basis for GPR174 and G*α*s signaling reducing B cell viability in vitro may reflect induction of several genes. For example, NUR77 restrains B cell survival (61). *Cables1* (Cdk5 and Abl enzyme substrate 1), one of the most strongly GPR174-dependent genes, can promote apoptosis (62). A growth-repressive influence of G*α*s on B cells is suggested by the finding of *GNAS* mutations in human diffuse large B cell lymphomas (63). Based on studies on T cells and innate immune cells, cAMP signaling is generally considered to be immune suppressive (64). Indeed, G*α*s-coupled adenosine receptors are targets of therapeutic antagonists that are being developed to increase tumor-specific T cell responses. However, studies in G*α*s-deficient T cells showed a positive role for G*α*s in promoting Th17 and Th1 cell differentiation and inflammatory function (65). When the activity of the GPR174-G*α*s pathway in promoting costimulatory and reducing ITIM molecule expression in B cells is taken together with its activity in reducing their viability, we suggest it may have both stimulatory and suppressive influences on B cells, helping fine-tune certain responses.

Our findings demonstrate that *Nr4a1* is a G*α*s-inducible gene in B cells. Consistent with these data, *Nr4a1* is a CREB target gene in adrenal medulla-derived PC12 cells (66) and hepatocytes (67). NUR77 has a role in restricting the survival of self-reactive peripheral B cells and restraining B cell responses to antigen in the absence of signal 2 (44, 61). The latter activity involved partially redundant roles of *Nr4a* family members. Reduced expression of *Nr4a1* and other *Nr4a* family members in GPR174-deficient B cells may lead to less effective control of self-reactive B cells. Whether the *Cd86* gene is directly induced by CREB is less clear although the GPR174-dependent up-regulation of transcripts within 1 h of incubation suggests direct induction by a cAMP-responsive factor. A study of human cells provided evidence for functional CREB-binding sites in the *CD86* promoter (68) but these sites are not well conserved in the mouse *Cd86* promoter (32). However, CREB can bind to many noncanonical sites (69, 70). Future pCREB chromatin-immunoprecipitation sequencing (ChIPseq) studies in B cells will help identify the full set of genes that are directly targeted by G*α*s signaling.

The MZ B cell compartment has unique signaling requirements compared to follicular B cells, including a dependence on BCR, CD19, and Notch signaling (48, 71). MZ B cells are also dependent on G*α*i- and G*α*12/13-coupled GPCRs for their positioning and homeostasis (72, 73). How GPR174 and G*α*s signals integrate with these other inputs to promote the normal accumulation of MZ B cells is not yet clear. A previous study examining a different GPR174-deficient mouse line, also on the C57BL/6 background, suggested that GPR174 deficiency was associated with a marked increase in the MZ compartment (74). The basis for this discrepancy in findings is unclear but there is some evidence that the microbiome, which is likely different between facilities, can influence the MZ compartment (75, 76). Although our GPR174-deficient mice were generated by gene targeting in 129-background ES cells followed by extensive backcrossing to C57BL/6J, our findings are unlikely to be a consequence of linked gene variants because we obtained similar results in G*α*s-deficient mice.

In summary, we provide evidence that GPR174 is the dominant G*α*s-coupled GPCR in naive B cells. We find that B cells undergo substantial gene expression change during the early period of in vitro culture and that a considerable amount of this change is GPR174 and G*α*s dependent. In vivo, GPR174 appears capable of engaging a similar pathway and we propose that the receptor helps tune B cell responses based on the tissue microenvironment and state of inflammation. Altered activity of the GPR174 signaling pathway in B cells may contribute to development of Graves’, Addison’s, and possibly other autoimmune diseases.

## Materials and Methods

### Mice.

All mice were bred internally. GPR174-deficient tdTomato reporter mice were previously described (2). Gnas floxed mice (25) (MGI: 3043361) were provided by Guo Huang, University of California, San Francisco, CA, and were backcrossed 10 times to C57BL/6J. CD19-Cre mice [B6.129P2(C)-Cd19tm1(cre)Cgn/J] were from an internal colony. The 3H9 and NUR77 reporter mice were obtained from J. Zikherman, University of California, San Francisco, CA. CD45.1 B6 (B6.SJL-PtprcaPepcb/BoyCrCrl) mice used for chimera recipients and cell transfer experiments were bred internally from founders ordered from JAX. All mice were analyzed between 8 and 20 wk of age except for marginal zone B cell analyses, in which mice were analyzed at 10 to 20 wk of age. Mice were cocaged with littermates for all experiments. All data are representative of male and female mice unless otherwise noted. Animals were housed in a specific pathogen-free environment in the Laboratory Animal Research Center at UCSF and all experiments conformed to ethical principles and guidelines approved by the UCSF Institutional Animal Care and Use Committee.

### Bone Marrow Chimeras.

CD45.1 B6 mice were lethally irradiated with 1,100 rads gamma irradiation (split dose separated by 3 h) and then i.v. injected with relevant BM cells under isoflurane anesthesia. Chimeras were analyzed after 10 to 12 wk of reconstitution.

### Retroviral Constructs and Transductions.

Murine PKA-AB sequence was obtained from S. McKnight, University of Washington School of Medicine, Seattle, WA, and cloned into the MSCV2.2 retroviral vector followed by an internal ribosome entry site (IRES) and GFP as an expression marker. Retrovirus was generated by transfecting the PLAT-E packaging cell line with 10 µg plasmid DNA and 25 µL Lipofectamine 2000 (Fischer). Bone marrow donors were injected with 3 mg of 5-fluorouracil (Sigma) and bone marrow was collected 4 d later and cultured in Dulbecco’s modified Eagle medium (DMEM) containing 15% (vol/vol) FBS, antibiotics (penicillin [50 IU/mL] and streptomycin [50 µg/mL]; Cellgro), and 10 mM Hepes, pH 7.2 (Cellgro), supplemented with IL-3, IL-6, and stem cell factor (at concentrations of 20, 50, and 100 ng/mL, respectively; PeproTech). Cells were “spin infected” twice at days 1 and 2 of culture at 2,400 rpm and 37 ^∘^C with viral supernatants and were transferred into irradiated recipients on day 3.

### In Vitro B Cell Culture.

Spleens were isolated and sterilely mashed through a 100-µm filter on ice in cold MACS (PBS with 2% FBS and 1 mM EDTA). Spleens were washed and diluted in complete RPMI 1640 (containing 10% FBS, 10 mM Hepes, 55 µM 2-mercaptoethanol, 2 mM glutamine, and 50 IU penicillin/streptomycin). Cells were plated (5 × 10^5^) in 96-well flat-bottom plates. Plates were incubated at 37 ^∘^C with 5% CO_2_ for the indicated times and then collected, washed, and stained in 96-well round-bottom plates. Chemicals and stimulations were added to cultures at the following concentrations: 10 µM forskolin (Cayman Chemicals) and 100 µM IBMX (Sigma), 10 µg ⋅mL^--1^ anti-IgM (Jackson ImmunoResearch), 10 µM 18:1 LysoPS (Avanti Polar Lipids), 100 ng ⋅mL^--1^ CXCL12 (Peprotech), 500 ng ⋅mL^--1^ CCL19 (R&D Systems), 500 ng ⋅mL^--1^ CCL21 (R&D Systems), 0.5 µg ⋅mL^--1^ LEAF-purified anti-CD180 (Fisher), 10 µM H89 (Fisher), 1 µM Ibrutinib (Selleck Chemicals), 1 µM BAY61-3606, and 20 µM PP2.

### Flow Cytometry.

Cells were stained for 20 min on ice in MACS buffer (2% FCS in PBS with 1 mM EDTA) at 0.5 to 1 × 10^6^ cells per well in 96-well round-bottom plates unless otherwise specified. All mAbs were purchased from BioLegend unless otherwise indicated. The following monoclonal antibodies were used: TCR*β*–BV421, TCR*β*–PerCP-Cy5.5 (Tonbo), CD23–PE-Cy7, CD23–Alexa Fluor 488, CD86–Alexa Fluor 647, CD86–PerCP-Cy5.5, CD21/35–Pacific Blue, B220–BV785, CD69–FITC (BD), CD93–APC (eBioscience), CD4–BV605, CD45.2–PE, CD45.1–BV605, lambda-1 light chain–biotin (BD) (followed by streptavidin–BV605), CD19–PE, and CCR7–biotin (followed by streptavidin–BV421). CCR7-biotin was stained for 1 h at room temperature followed by streptavidin and other surface markers on ice. Dead cells were excluded using Fixable Viability Dye eFluor780 (eBioscience no. 65-0865-18). For time-course experiments all samples were plated simultaneously, collected and kept on ice, and stained in parallel. Viability for 24- to 48-h cultures was determined by pregating on B220^+^ TCR*β*^--^. All samples were run on a BD LSRii at 5,000 to 10,000 events per second. Flow cytometry data were analyzed using FlowJo (v10.8.0).

### Cell Sorting and RNA Sequencing.

Follicular B cells were sorted from spleens of male mice into cold MACS buffer using a BD FACSAria II. Sort purity was greater than 99% for *Gpr174^+∕Y ^*and *Gpr174^--∕Y ^*B cells and 95 to 99% for *Gnas^+∕+^ Cd19 Cre^+∕--^* and *Gnas^fl∕fl^ Cd19 Cre^+∕--^* B cells. A total of 5 × 10^6^ cells were either frozen immediately postsort or following 1 or 4 h of culture in complete RPMI. The GPR174 4-h experiment was prepared for sequencing using Ovation RNA-seq System V2 from Nugen, the KAPA Hyper prep labeling kit, and the NEXTflex DNA barcodes Adapter kit from Bioo Scientific, and 50 bp single end was run on HiSeq2500 at the UCSF Institute for Human Genetics. The GPR174 1-h and G*α*s 4-h experiments were prepared for sequencing using the QuantSeq 3′ kit from Lexogen and 50 bp single end was run on HiSeq4000 at the UCSF Center for Advanced Technology. Sequences were aligned to the mm10 genome with STAR and mapped reads of each gene were counted with HTseq. DESeq2 was used for the gene differential expression analysis and with GSEA software. The heatmap was generated with pheatmap. Volcano plots were generated with EnhancedVolcano.

### In Vitro B and T Cell Proliferation.

Follicular B cells were purified from GPR174 WT and KO spleens by depletion using biotinylated antibodies (anti-CD43, anti-TER119, anti-CD11c, anti-TCR*β*, anti-CD4, and anti-CD8) and streptavidin-conjugated beads (EasySep Streptavidin RapidSpheres) to greater than 95% purity. CD4 T cells were purified using anti-TER119, anti-B220, anti-CD11c, and anti-CD8 and streptavidin-conjugated beads to greater than 95% purity. B/T cells were labeled with CellTrace Violet (Life Tech) according to the manufacturer’s protocol. The 24-well plates were coated with anti-CD3 (2 µg ⋅mL^--1^) and anti-CD28 (2 µg ⋅mL^--1^) (both LEAF purified from BioLegend) in PBS for 3 h at 37 ^∘^C and T cells were plated (4 × 10^5^ cells per well) in complete RPMI 1640 with or without 10 µM 18:1 LysoPS (Avanti Polar Lipids). B cells (4 × 10^5^ cells per well) were plated in 24-well plates with LPS (10 µg ⋅mL^--1^ 0111:B4 from *Escherichia coli*; Sigma) and with or without 18:1 LysoPS. Proliferation of viable cells was determined after 4 d.

### Intracellular NUR77 Staining.

Splenocytes were isolated and cultured as indicated in the figure legends except for ice samples, which were kept on ice until all samples were collected and then stained concurrently. Cells were collected and washed with cold MACS buffer (2% FCS in PBS with 1 mM EDTA) in 96-well round-bottom plates (1 × 10^6^ cells per well). Cells were stained with Fixable Viability Dye eFluor780 for 20 min on ice, washed twice with MACS, and then resuspended in 100 µL 2% PFA and incubated for 10 min at room temperature. Cells were washed twice with MACS and the pellet was dislodged by vigorously tapping the plate; then 150 µL of ice-cold methanol was added dropwise to the wells. The plates were then kept at –20 ^∘^C for 45 min and then washed and rehydrated for 5 min with MACS. Following another wash, cells were stained with NUR77-PE (eBiosciences no. 12-5965-80), B220–BV785, TCR*β*–BV421, CD23–PE-Cy7, and the relevant surface markers for 1 h at room temperature and then washed twice, resuspended in MACS, and collected on a BD LSRii.

### Migration Assays.

B cells were enriched from spleens of cocaged littermate males by depletion using biotinylated antibodies (anti-CD43, anti-TER119, anti-CD11c, anti-TCR*β*, anti-CD4, and anti-CD8) and streptavidin-conjugated beads (EasySep Streptavidin RapidSpheres). B cells were activated with 10 µg ⋅mL^--1^ F(ab′)2 goat anti-mouse IgM (Jackson Immunoresearch) and 10 µg ⋅mL^--1^ anti-CD40 (clone FGK4.5; Bio X Cell) in complete RPMI for 60 h. B cells were collected, washed in prewarmed migration medium (RPMI containing 0.5% fatty acid-free BSA, 10 mM Hepes, and 50 IU penicillin/streptomycin), and rested in migration medium at 37 ^∘^C for 1 h. B cells (200 µL, 1 × 10^6^cells) were then added to transwells (5-µm pore; Corning Costar no. 93421) with the indicated chemokines in migration media (600 µL) in the bottom chamber and allowed to migrate for 3 h at 37 ^∘^C and 5% CO_2_. Migrated cells were then collected from the bottom chamber, stained for viable B220^+^ cells, and collected on a BD LSR II cytometer for a fixed time under constant flow rate and normalized to an “input” well.

### CCL19 Binding Assay.

HEK 293T cells were seeded in six-well plates with DMEM containing 10% FBS, 10 mM Hepes, 2 mM glutamine, and 50 IU penicillin/streptomycin and grown to 75% confluency and then transfected with the plasmids indicated in the figure legends in Lipofectamine2000 and Optimem (Life Technologies). One day following transfection, cells were dislodged and 5 × 10^5^ cells were washed in 96-well round-bottom plates. Cells were then resuspended and incubated with 1% Fc block (Bio X Cell) in MACS buffer (2% FCS in PBS with 1 mM EDTA) for 15 min on ice, and then CCL19-huFc (42) or CCL19-His (Cell Sciences CRM520A) was added without washing and incubated for 30 min on ice. Cells were washed twice with MACS and then stained with anti-huFc-PE (1:50; Jackson Immunoresearch 109-116-098) or anti-His-biotin (1:10; Miltenyi 130-099-423) for 20 min on ice. The secondary was preadsorbed with 2% each of normal rat serum and normal mouse serum. The His-biotin reagent was detected with streptavidin-BV421 (1:200; Biolegend 405226). Cells were washed twice, stained with Live/Dead and antibodies to identify vector-positive cells (with 1% normal rat serum and 1% normal mouse serum), and then washed twice and analyzed on a BD LSRii. Staining for detection of CCL19 binding on freshly isolated or 6-h cultured splenocytes was performed as for 293T cells using anti-huFc-AF488 (1:50; Jackson Immunoresearch 709-546-098) to detect the CCL19-huFc reagent.

### Immunization.

Mice were immunized intraperitoneally with 50 µg NP32-KLH and 1 µg LPS (0111:B4 from *E. coli*; Sigma) in 2% Alyhydrogel alum adjuvant (Invivogen) and spleens analyzed 14 d later.

### LysoPS Injections.

Mice were anesthetized using isofluorane and injected in the right footpad with 25 µg 18:1 lysoPS (Avanti Polar Lipids) or an equivalent volume of diluted solvent (methanol) in the contralateral footpad. Mice were euthanized 4 to 6 h later and popliteal lymph nodes harvested for flow cytometric analysis.

### Cell Culture and Sample Culture Preparation for LC-MS/MS.

Murine splenic B cells were purified by depletion using biotinylated antibodies (anti-CD43, anti-TER119, anti-CD11c, anti-TCR*β*, anti-CD4, and anti-CD8) and streptavidin-conjugated beads (EasySep Streptavidin RapidSpheres) to greater than 95% purity and resuspended at 5 × 10^7^ cells per milliliter in cold PBS. B cells (100 µL) were added to Eppendorfs containing 900 µL prewarmed PBS and incubated for the indicated times in a 37 ^∘^C heat block (or 900 µL cold PBS for ice conditions). Cells were pelleted at 400 relative centrifugal force (RCF) × 10 min at 4 ^∘^C, and the pellets frozen in liquid nitrogen. Samples were kept at –80 ^∘^C for a maximum of 12 h prior to sample preparation. Cell pellets were resuspended in 100 µL ice-cold methanol containing 0.1% formic acid and 10 nM 17:1 internal standard and homogenized using a Precellys 24 homogenizer with a Cryolys cooling unit (Bertin Technologies) and Precellys 0.5-mL soft tissue homogenizing tubes (Cayman Chemicals item 10428). Homogenization was conducted by two cycles for 15 s at 5,800 rpm (with a 30-s break) at a temperature lower than 4 ^∘^C. After sample homogenization, 70 µL lysate was recovered and spun at 16,000 RCF and 40 µL of supernatant was transferred to glass vials with 9-mm autosampler inserts and immediately used for LC-MS/MS analysis.

### LC-MS/MS.

Samples (15 µL volume) were injected into a Shimadzu Nexera HPLC system equipped with a binary pump and a SIL-30AC autosampler. Separation was achieved on a Synergi 4-µm Polar-RP 80Å(50 mm, 2 µm; Phenomenex). A gradient separation was used consisting of mobile phase A (H_2_O + 0.1% formic acid) and mobile phase B (acetonitrile + 0.1% formic acid) delivered at a flow rate of 1 mL/min. Mobile phase B was used at 30% from 0 to 1.0 min and then was increased linearly to 60% B from 1.0 to 6.0 min, followed by a quick ramp within 0.5 min to 95% B, which was maintained at 95% B for 2.5 min. After a quick ramp, within 0.5 min to 40% mobile phase B, it was maintained at 40% for another 0.5 min until the end of the analysis.

Mass spectrometric detection was performed using an AB SCIEX QTRAP 6500 operated in multiple-reaction monitoring (MRM) mode via the negative electrospray ionization interface using the transitions (*m/z*) 524 →153, 522 →153, and 508 →153 for 18:0 LysoPS, 18:1 LysoPS, and 17:1 LysoPS (as an internal standard), respectively. The ion source temperature was maintained at 400 ^∘^C. The spraying needle voltage was set at –4.5 kV. Curtain gas, collision gas (CAD), gas 1, and gas 2 were set at 20, medium, 40, and 40, respectively. The entrance potential (EP) was set at –10 V. The declustering potential and collision cell exit potential (CXE) were –150 and –19 V, respectively. Collision energy (CE) was –38 eV for all compounds. Data acquisition and quantitative processing were accomplished using the AB Sciex version 1.6.2 software and R to determine peak areas. Internal standard (17:1) peak areas were determined to have <5% variation across samples within each experiment, so 18:0 and 18:1 peak areas were used to determine sample concentration. Standard curves (18:0 and 18:1 lysoPS) contained at least two points below and above the range of sample values and an r value >0.99.

### Statistical Analyses.

Data were analyzed using a paired or unpaired Student’s *t* test as appropriate. Prism version 8 (GraphPad Software) was used for all statistical analyses and to generate plots. Each experiment was repeated at least three times, unless otherwise indicated in the figure legends. All error bars represent SDs.

## Supplementary Material

Supplementary File

Supplementary File

Supplementary File

Supplementary File

## Data Availability

All study data are included in this article and/or *SI Appendix*. RNAseq data have been deposited in Gene Expression Omnibus (GEO) (GSE200800) (31).

# Supplementary material for: GPR174 signals via Gαs to control a CD86-containing gene expression program in B cells
**Source:** Proc Natl Acad Sci U S A. 2022 May 31;119(23):e2201794119. doi: 10.1073/pnas.2201794119
**Supplement:** Supplementary File

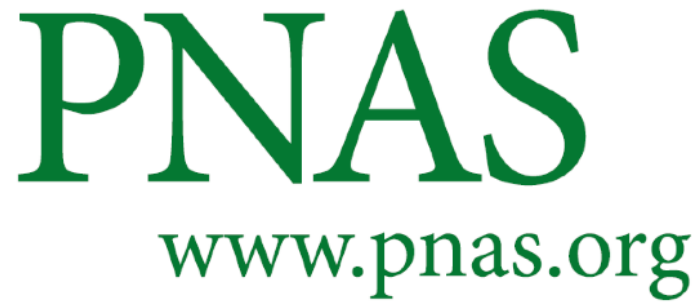

Supplementary Information for

GPR174 signals via $G_{\alpha s}$ to control a CD86-containing gene expression program in B cells

Elise W. Wolf, Zachary Howard, Lihui Duan, Hanson Tam, Ying Xu, Jason G. Cyster

Jason Cyster

This PDF file includes:

Figs. S1 to S5

Legends for Dataset S1 to S3

Other supplementary materials for this manuscript include the following:

Dataset S1 Dataset S2 Dataset S3

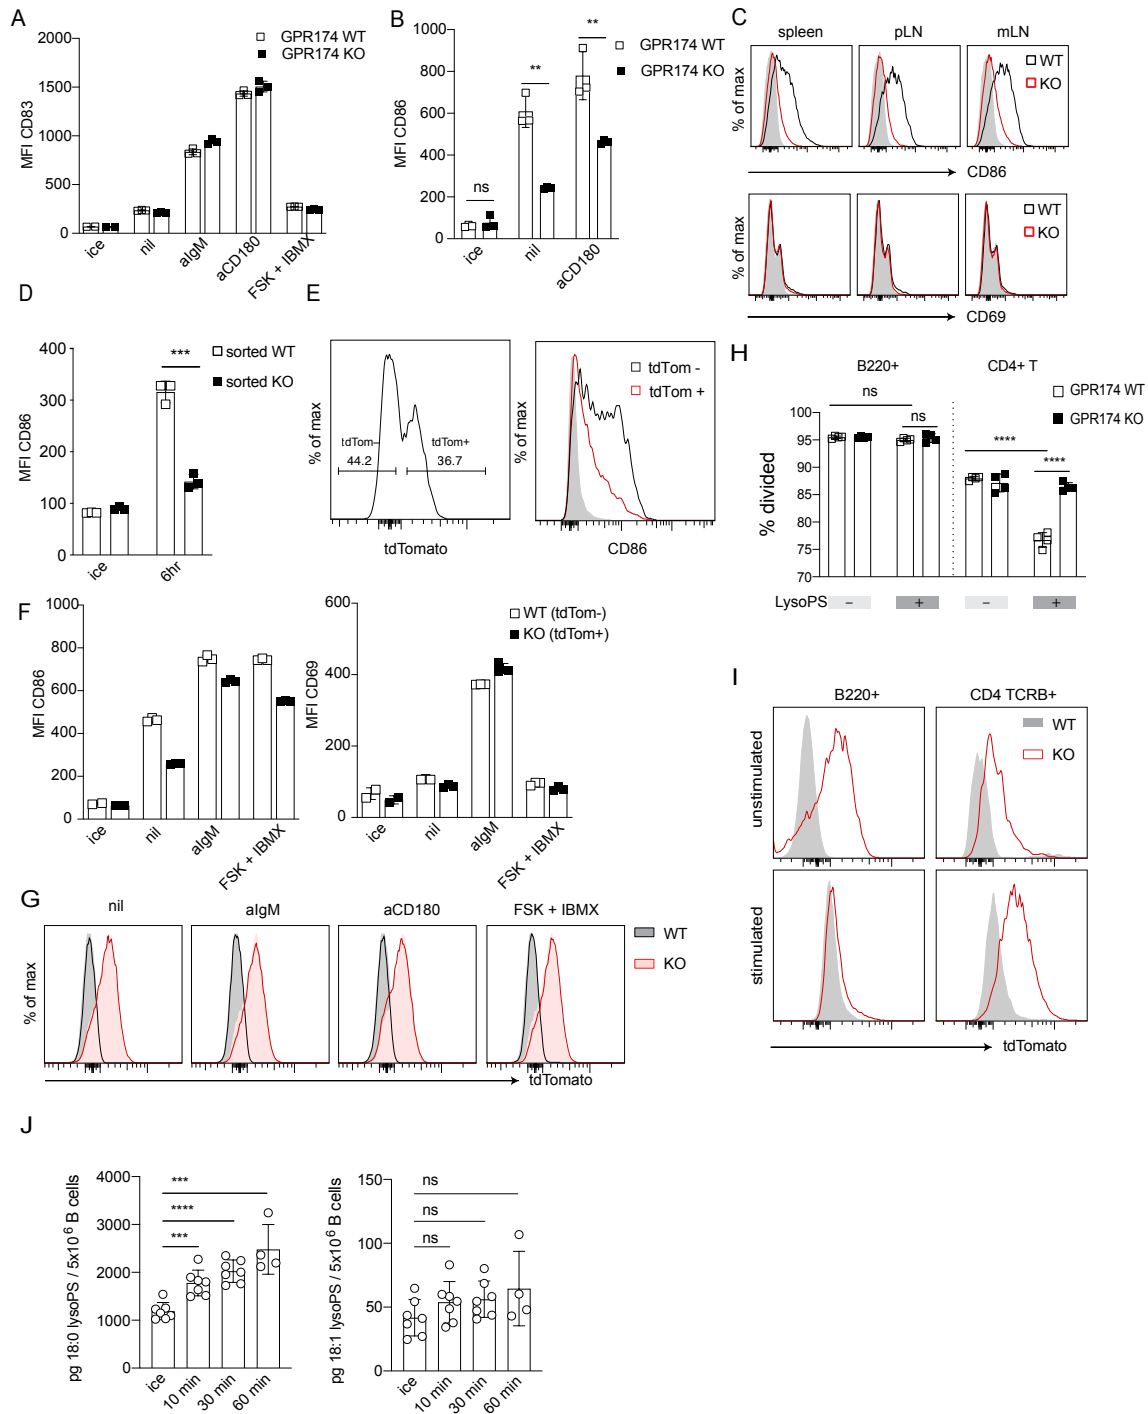

Fig. S1. GPR174 influences CD86 expression in B cells (A) MFI of CD83 on B cells from GPR174 WT or KO mice cultured for 6 hours with the indicated treatment or maintained on ice (triplicate wells). (B) MFI of CD86 on splenic follicular B cells from indicated genotypes cultured for 6 hours with or without anti-CD180 ($0.5 \mu\text{g ml}^{-1}$) or maintained on ice ($N=3$ mice per genotype). (C) Representative histograms of CD86 and CD69 expression on GPR174 WT or KO B cells from the indicated tissues after 6 hours of unstimulated culture, relative to cells maintained on ice (gray). (D) MFI of CD86 on sorted B cells immediately post-sort (ice) or after 6 hours of unstimulated culture ($N=3$ mice per genotype). (E) Representative gating of tdTomato reporter negative (left) and histogram of CD86 expression (right) of reporter negative or positive B cells from spleens of *Gpr174*^{+/-} female mice after 6 hours of unstimulated culture, relative to cells maintained on ice (gray). (F) MFI of CD86 (left) or CD69 (right) on tdTomato reporter negative or positive B cells from *Gpr174*^{+/-} female mice after 6 hours of culture with or without anti-IgM or forskolin + IBMX or maintained on ice ($N=3$ mice per genotype). (G) Representative histograms of tdTomato reporter expression on GPR174 WT or KO B cells immediately after isolation (solid) versus 6 hours of culture (lines) with the indicated stimulation. (H) Percent of viable B220⁺ or CD4⁺ T cells divided after 4 days in culture with or without 18:1 lysoPS ($10 \mu\text{M}$). Cells from GPR174 WT or KO spleens were enriched by depletion to >95% purity, CTV labeled, and stimulated with lipopolysaccharide ($10 \mu\text{g ml}^{-1}$) from *E. coli* (B cells) or plate-bound anti-CD3 ($2 \mu\text{g ml}^{-1}$) and anti-CD28 ($2 \mu\text{g ml}^{-1}$) (T cells). (I) Representative histograms of tdTomato reporter expression on cells from (H). (J) Amount of 18:0 (left) and 18:1 (right) lysoPS detected by LC-MS/MS in 5×10^6 purified B cells cultured for the indicated amounts of time. (A, B, F, and J) are representative of at least three experiments. Statistical significance for (B, D, H, J) determined by unpaired T-test. ns = not significant; * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$; **** $p < 0.0001$.

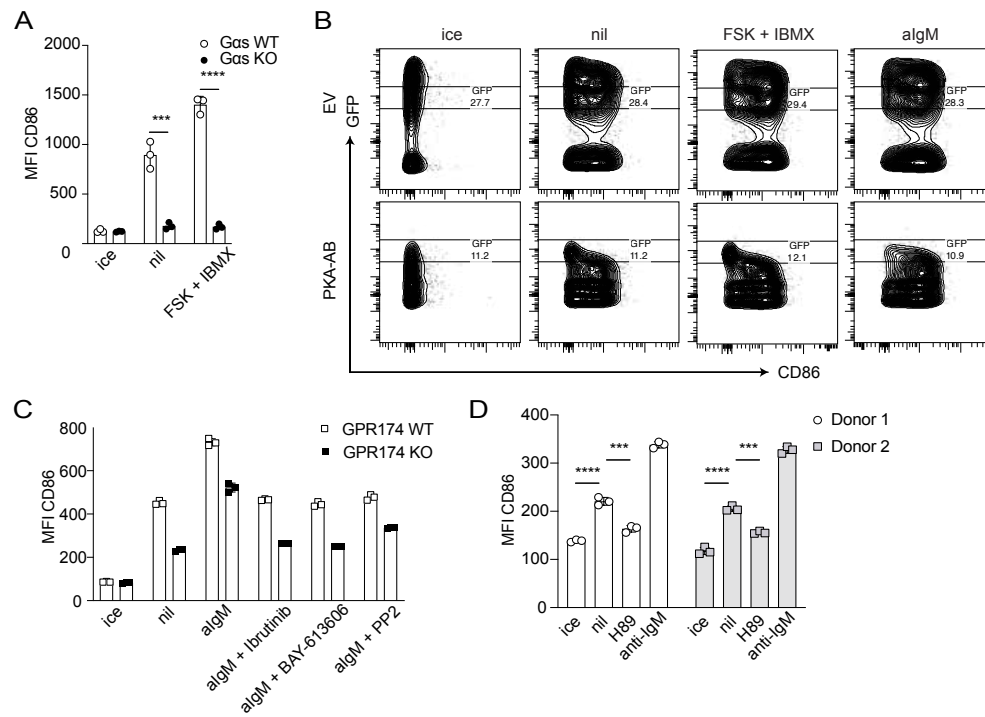

Fig. S2. CD86 induction is dependent on G α s and PKA (A) MFI of CD86 on B cells from G α s WT or KO mice after 6 hours of culture with or without forskolin + IBMX or maintained on ice (N=3 mice per genotype). (B) Representative plots of vector GFP and CD86 expression on B cells from chimeras transduced with EV GFP or PKA-AB GFP and cultured with or without anti-IgM or forskolin + IBMX or maintained on ice. (C) MFI of CD86 on B cells treated with or without anti-IgM, Ibrutinib (1 μ M), BAY61-3606 (1 μ M), or PP2 (20 μ M) or maintained on ice (triplicate wells). (D) MFI of CD86 on CD19⁺ cells from PBMCs of two human donors after 6 hours of culture under the indicated conditions or maintained on ice. (A and C) are representative of at least three experiments. Statistical significance for (A, D) determined by unpaired T-test. ns = not significant; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

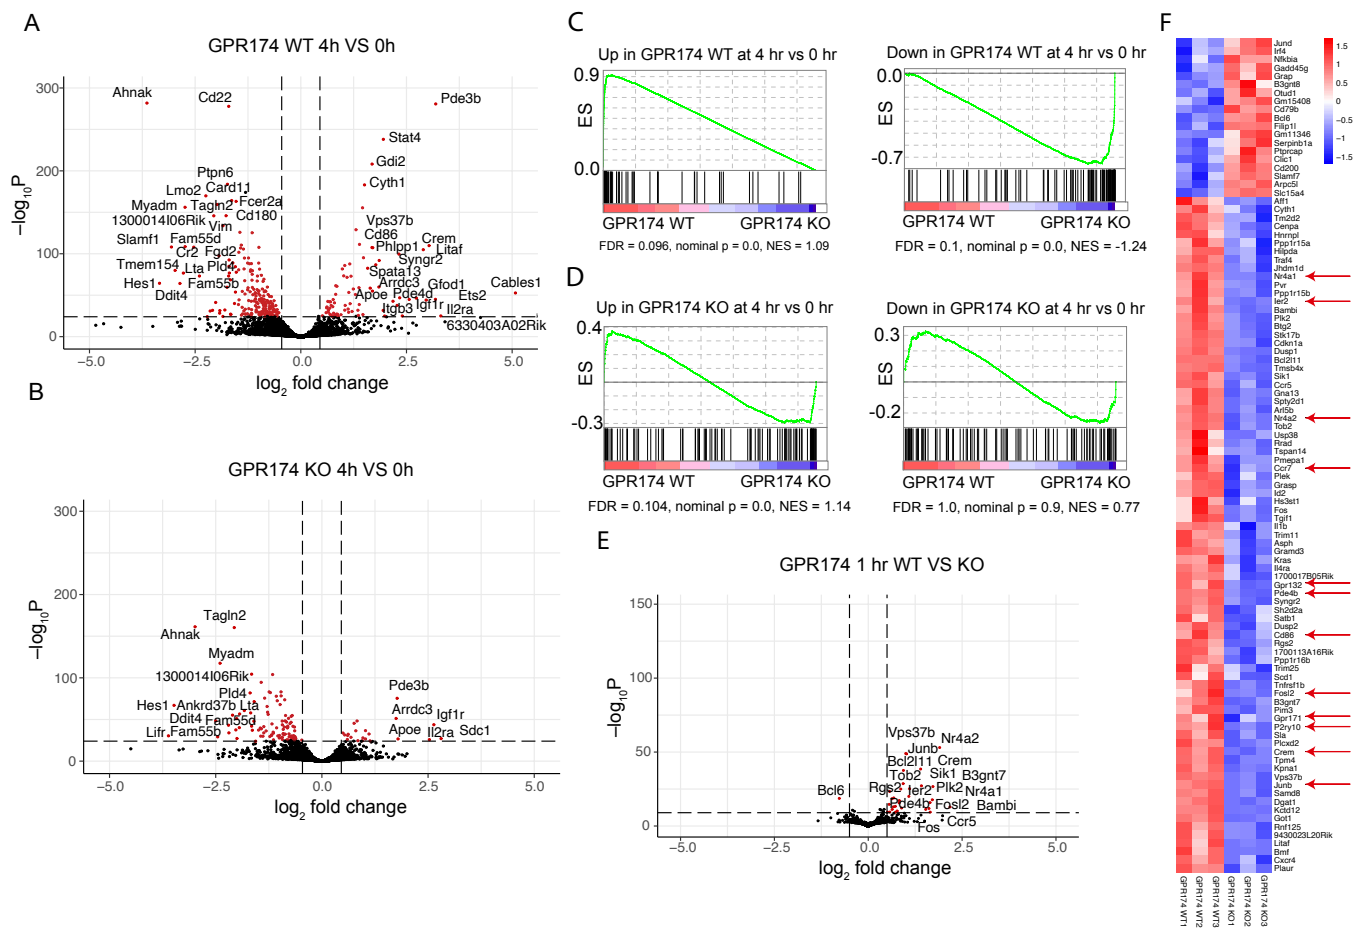

Fig. S3. GPR174 influences gene expression in B cells (A, B) Volcano plots showing differential gene expression at 4 versus 0 hours in GPR174 WT (A) or KO (B) B cells. (C) GSEA plots of the top 100 DEGs that increased (left) or decreased (right) in GPR174 WT B cells during culture compared to GPR174 WT versus KO after 4 hr of culture. (D) GSEA plots of the top 100 DEGs that increased (left) or decreased (right) in GPR174-deficient B cells during culture compared to GPR174 WT versus KO after 4 hr of culture. (E) Volcano plot showing differential gene expression in GPR174 WT versus KO B cells after 1 hour of culture. (F) Heatmap of top 100 DEGs between GPR174 WT and KO B cells after 1 hour of culture. Red arrows indicate genes referenced in the text. For volcano plots, dashed lines indicate fold-change and p-value cutoffs for highlighted DEGs.

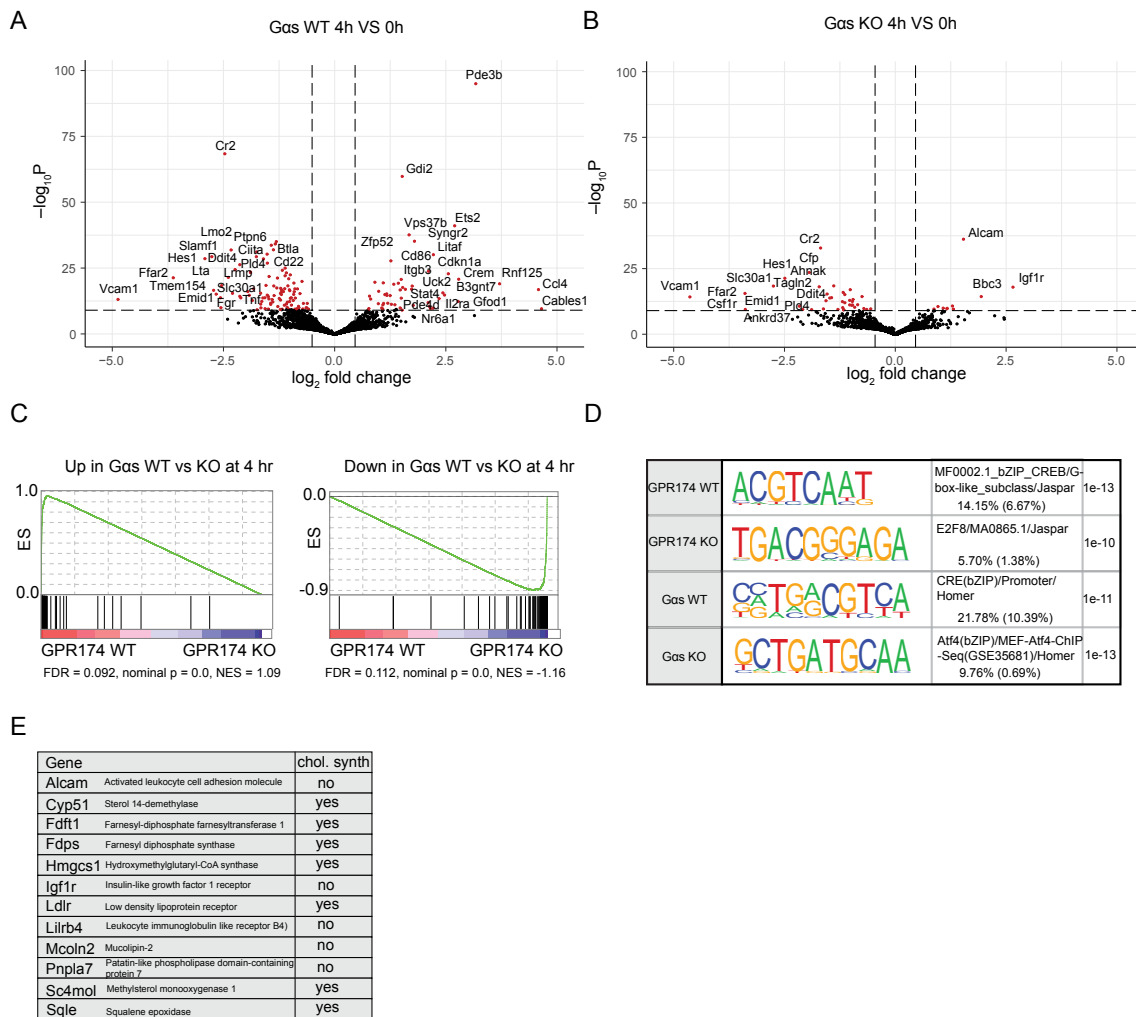

Fig. S4. $G\alpha s$ -deficient B cells phenocopy GPR174-deficient gene expression changes (A, B) Volcano plots showing differential gene expression at 4 versus 0 hours in $G\alpha s$ WT (A) or KO (B) B cells. Dashed lines indicate fold-change and p-value cutoffs for highlighted DEGs. (C) GSEA plots of the top 100 DEGs increased (left) or decreased (right) in $G\alpha s$ WT versus KO B cells compared to GPR174 WT and KO B cells that were cultured for 4 hours. (D) Top de novo motif logos (Homer) for DEGs upregulated during culture in B cells of the indicated genotype, with percent of DEGs containing the motif and, in parentheses, percent background. (E) Overlap of genes that increase in GPR174-deficient and $G\alpha s$ -deficient B cells during culture more than in WT cells and their involvement in cholesterol biosynthesis.

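A volcano plot sets the log2 fold change of each gene against the p-value of the test, so that genes with large and repeatable changes lie at the upper edges. The genes given here are from those called whose groups did not overlap and whose mean in the higher group reached 50 counts, normalized over the 6 libraries of the comparison. Among these, in the Gαs WT libraries, the genes with the largest rise in culture included Cables1 (log2 fold change 4.98), Rnf125 (3.78) and Bbc3 (2.60), a pro-apoptotic gene, and those with the largest fall included the fatty acid receptor gene Ffar2 (−3.69). In the Gαs-deficient libraries the largest rises among them included Pgpep1l (2.67), the immunoglobulin-like receptor gene Lilrb4 (2.39), Bbc3 (2.00) and the cell cycle inhibitor gene Cdkn1a (1.73). Ccl4, a chemokine gene below that limit, rose more there (5.51). The largest falls among them included the zinc transporter gene Slc30a1 (−2.81), Ffar2 (−3.49) and the interferon-stimulated genes Oas2 (−3.59) and Ifit1 (−2.76). All of the genes named passed edgeR's quasi-likelihood test at an adjusted p under 0.05.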

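Gene set enrichment analysis asks whether the genes of a set gather at one end of a ranking of all genes. Panel C takes its sets from the Gαs comparison and its ranking from the GPR174 comparison. Over the 670 genes of the paper's GPR174 4-h list that were measured in the Gαs libraries, the log2 fold changes of both comparisons had a Spearman correlation of 0.912 and a Pearson correlation of 0.921. This is a correlation across genes that were chosen for a difference in the GPR174 data, and genes are not independent replicates. The full GPR174 ranking was not used here.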

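A de novo motif search looks for short sequences that occur more often in the promoters of a set of genes than in those of background genes, and a logo draws how often each base occurs at each place of the motif found. CREB, which protein kinase A activates when cAMP is present, binds the cAMP response element, and ATF4 belongs to a related family of factors. The motif search was not analysed here, as it needs a genome sequence, which was not used here.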

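Of the 12 genes of panel E, Hmgcs1, Fdps, Fdft1, Sqle, Cyp51 and Sc4mol encode enzymes of cholesterol synthesis, and Ldlr acts in its uptake. After 4 h, Ldlr gave 425 ± 83.3 normalized counts in Gαs WT and 654 ± 31.0 in Gαs-deficient B cells, Sqle 169 ± 16.6 and 246 ± 19.7, and Hmgcs1 728 ± 49.5 and 936 ± 123 (SD, n = 3). At 0 h, Ldlr gave 262 ± 49.8 and 302 ± 65.3, Sqle 101 ± 17.8 and 111 ± 8.95, and Hmgcs1 526 ± 57.8 and 498 ± 70.3. At 4 h the log2 fold changes of WT over KO were −0.62, −0.54 and −0.37, and none passed edgeR's quasi-likelihood test (adjusted p = 0.085, 0.15 and 0.26). Ldlr passed by DESeq2, by DESeq2 on all 12 libraries, which was chosen after seeing the data, and without WT 4 h replicate 1, with adjusted p-values of 0.00054 to 0.30 over its alternatives, and Sqle passed without that library (0.016 to 0.50). Of the 12 genes, 1 was lower in WT at 4 h, Alcam (8 when adjusted over the list alone). Ldlr lies on chromosome 9 of GRCm38 from 21723576 to 21749919, Sqle on chromosome 15 from 59315092 to 59331193 and Hmgcs1 on chromosome 13 from 119690351 to 119708260.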

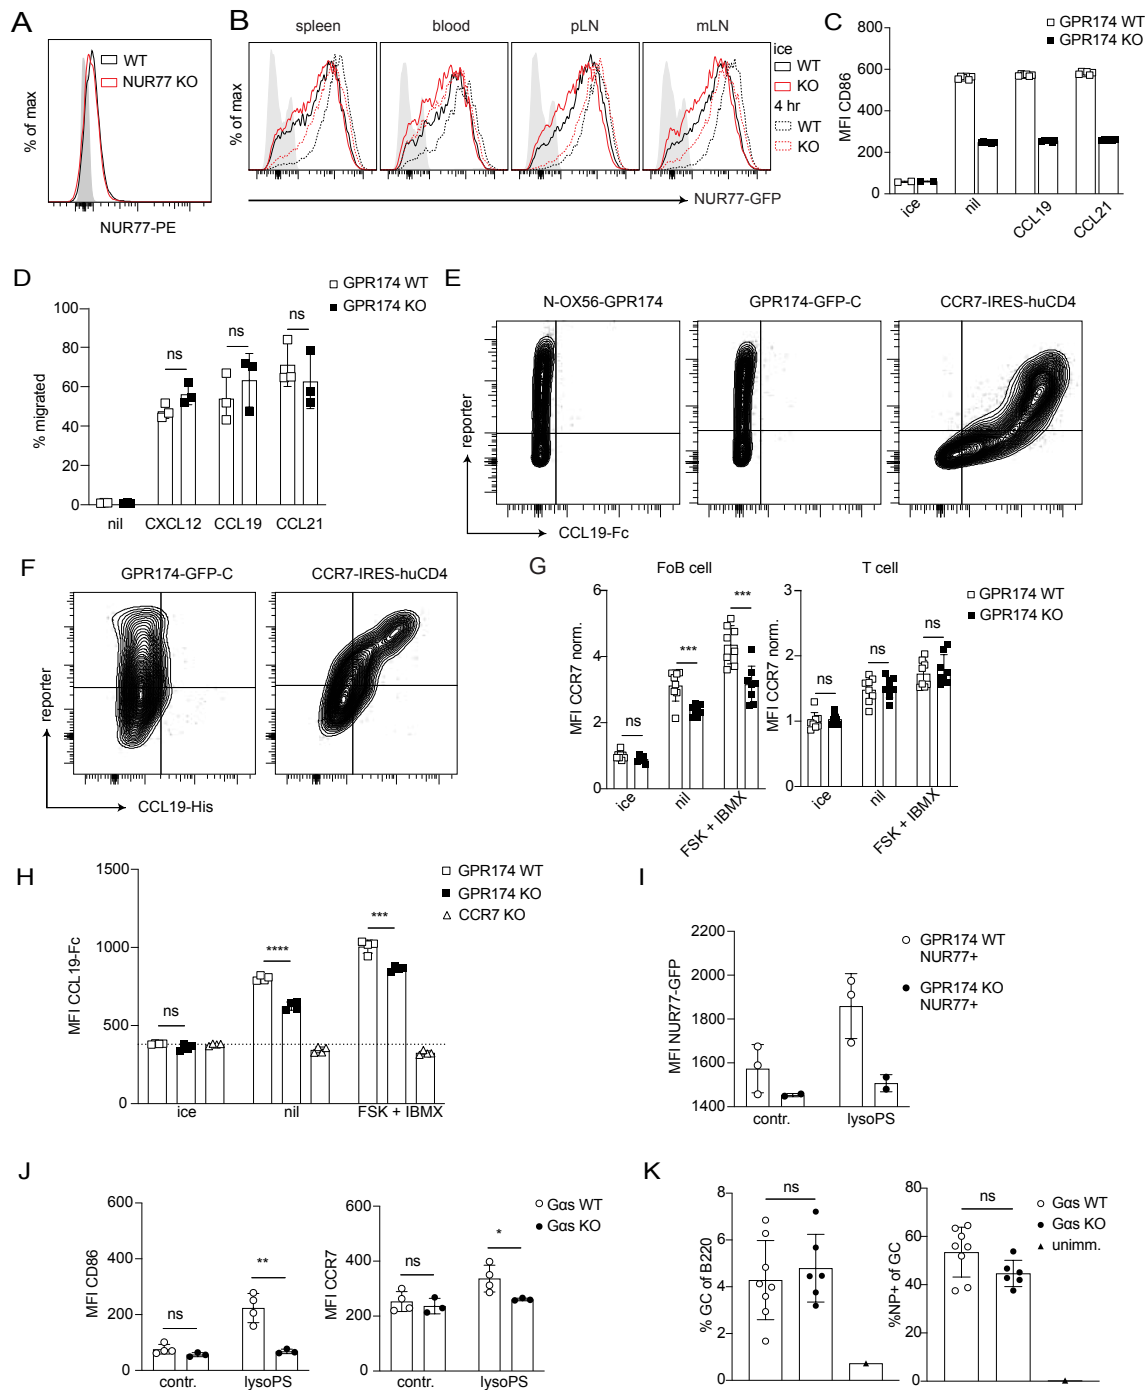

Fig. S5. GPR174 influences CCR7 and NUR77 expression in cultured B cells and following in vivo injection of lysoPS (A) Representative staining of intracellular NUR77 on WT versus NUR77 KO in freshly isolated B cells. (B) Histogram of NUR77-GFP on GPR174 WT (black) or KO (red) B cells from the indicated tissue either immediately after isolation (solid line) or after 4 hours of unstimulated culture (dashed line), compared to reporter negative (solid gray). (C) MFI of CD86 on B cells treated with or without CCL19 (500 ng ml⁻¹) or CCL21 (500 ng ml⁻¹) (triplicate wells of N=2 mice per genotype). (D) Percent of GPR174 WT and KO B cells migrated to CXCL12 (100 ng ml⁻¹), CCL19 (500 ng ml⁻¹), or CCL21 (500 ng ml⁻¹) during 3 hour assay following 48 hours of pre-activation with anti-IgM and anti-CD40 (10 μg ml⁻¹) (N=3 wells, representative of at least 3 individual experiments). (E) MFI of CCL19-Fc binding on HEK 293T cells transfected with N-terminally OX56 epitope tagged GPR174, C-terminally GFP tagged GPR174, or CCR7-ires-huCD4. Representative of 3 experiments. (F) MFI of CCL19-His binding on HEK 293T cells transfected with C-terminally GFP tagged GPR174, or CCR7-ires-huCD4. Representative of 3 experiments. (G) MFI of CCR7 (normalized to WT B cells maintained on ice) on GPR174 WT and KO B cells (left) or T cells (right) after 6 hours of culture with or without forskolin + IBMX or maintained on ice (combined wells from two experiments of N=1 mice per genotype, representative of at least 3 additional experiments). (H) MFI of CCL19-Fc binding to follicular B cells from GPR174 WT, GPR174 KO, and CCR7 KO splenocytes cultured for 6 hours under the indicated conditions or maintained on ice. Dashed line indicates MFI of CCL19-Fc on CCR7 KO cells maintained on ice (N=4 wells per condition, representative of two experiments). (I) MFI of NUR77-GFP on GPR174 WT (N=3 mice) or KO (N=2 mice) B cells from popliteal lymph nodes after footpad injection of 25 μg 18:1 lysoPS or methanol (contralateral). (J) MFI of CD86 (left) or CCR7 (right) on Gαs WT (N=4 mice) or KO (N=3 mice) B cells from popliteal lymph nodes after footpad injection of 25 μg 18:1 lysoPS or methanol (contralateral). (K) Summary data of percent germinal center (GC, FAS⁺GL7⁺) of total B cells (left) and % NP⁺ of GC (right) from spleens of Gαs WT or KO mice immunized with 50 μg NP₃₂-KLH + 1 μg LPS in alum or an unimmunized control (unimm.). Data for (K) is representative of normal mice (N=2 WT and 4 KO) and chimeras (N=4 WT and 4 KO). Statistical significance for (D, G, H, J, K) determined by unpaired T-test. ns = not significant; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

SI Dataset S1 (DatasetS1.xlsx)

DEGs from pairwise comparisons of GPR174 WT and KO B cells cultured for 0 or 4 hours.

SI Dataset S2 (DatasetS2.xlsx)

DEGs between GPR174 WT and KO B cells cultured for 1 hour.

SI Dataset S3 (DatasetS3.xlsx)

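Each sheet of Dataset S3 gives, for the genes past the authors' threshold, the mean normalized count, the log2 fold change and the adjusted p from DESeq2. In the deposited counts, the direction of the log2 fold change was that of the sheet for 147 of 147 listed genes higher in WT at 4 h that could be tested and for 134 of 134 lower. For culture in WT cells it was so for 472 of 472 genes that rose and 731 of 731 that fell, and for culture in KO cells for 170 of 170 and 370 of 370. At 0 h it was so for the 10 genes listed as higher and the 9 listed as lower. Dataset S3 comes from these same libraries, so equal directions were due beforehand. They show that counts and labels match and are not a replication. Ciita is among the genes listed as higher at 0 h, with 1321 ± 113 normalized counts in WT and 939 ± 46.1 in KO (SD, n = 3). It had a log2 fold change of 0.49 (adjusted p = 0.31 by edgeR's quasi-likelihood test) and passed by DESeq2 (adjusted p = 0.034, and up to 0.93 over 13 alternatives).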

DEGs from pairwise comparisons of Gαs WT and KO B cells cultured for 0 or 4 hours.

How the deposited data were processed for this re-analysis (not part of the article)

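RNA of follicular B cells was measured in 12 libraries, from Gαs WT and Gαs-deficient mice at 0 h and after 4 h of culture, with 3 libraries in each of 4 groups. The authors deposited raw counts per gene, in 1 table for each time. As their methods state, they made these counts by aligning 50-base single-end reads to mm10 with STAR and counting them with HTSeq, and they tested differences with DESeq2. The versions of these programs, the gene annotation and the strand setting are not given in the sources used here. The values were checked to be whole numbers with library totals that fit raw counts, no column was left unused (0), and no scaling had been applied to them.

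Tests were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn with matplotlib 3.10.9. Genes were kept by filterByExpr (minimum count 10, minimum total 15), libraries were scaled by TMM, and each pair of groups was compared on its own 6 libraries with edgeR's quasi-likelihood test. Genes at a Benjamini-Hochberg adjusted p under 0.05 were called. The standard error of a log2 fold change is its absolute value divided by the square root of the test's F statistic. The 4 comparisons were WT against KO at 0 h, WT against KO at 4 h, and 4 h against 0 h in each genotype. The difference between genotypes in the change during culture was tested as an interaction on all 12 libraries. The called genes of the culture comparisons were compared with each other, and those of the genotype comparisons with the GPR174 lists of Datasets S1 and S2, which hold genes at an adjusted p of up to 0.01, by counts of shared genes, counts of equal direction and Fisher's exact test. Principal components were taken from log2 counts scaled by library size (prior count 2) of the 500 most variable genes. Normalized counts are TMM-scaled over all 12 libraries. Coordinates come from the RefSeq annotation of GRCm38.p6.

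Fixed lists of genes, 33 in all, were tested as sets with camera at an inter-gene correlation of 0.01 and with an estimated correlation, and with fry, and adjusted p-values of sets were taken over the lists of a comparison. The lists cover cAMP/CREB response, cAMP phosphodiesterases, cAMP signaling machinery, immediate early genes, Gs-coupled receptors, chemoattractant and orphan receptors, ITIM receptors, MHC class II, B cell activation and NF-κB, B cell receptor signaling and identity, cholesterol synthesis and uptake, LXR targets, pro-apoptotic and anti-apoptotic BCL-2 family, ATF4 stress response, interferon-stimulated genes, FOXO targets, tubulins, cell cycle, glycolysis and heat shock. They also cover markers of marginal zone, transitional, germinal center, plasma, erythroid, macrophage, neutrophil, T, NK, dendritic and platelet cells, and the genes of Fig. S4E. Several lists hold genes that the paper names, such as Crem, Ccr7, Cd22 and Ldlr. Results of such lists are not independent of the paper's.

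The comparisons, lists, alternatives and the rule for naming genes were written before the data were examined, but with the values of Dataset S3 and of Figs. 4 and S4 already seen. The rule names every gene the paper names for these samples or compares with them. In each comparison it also names up to 10 genes per direction with the largest change among called genes whose groups did not overlap and whose mean reached 50 counts normalized over the 6 libraries of that comparison, and up to 4 called members of each list with the smallest adjusted p. For the interaction it names up to 10 called genes per direction.

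The alternatives were DESeq2, RLE size factors, no filter on low counts, all 12 libraries in 1 fit, the replicate number as a block, removal of erythroid genes, a log2 fold change over 0.5, and leaving out each library in turn. With 1 library left out, a group of 2 is assumed to vary like the others. Added after seeing the data were DESeq2 on all 12 libraries, counts thinned to the smallest library, and fits without WT 4 h replicate 1 where these were not planned. For the splits of libraries, all 10 were used in comparisons of 3 with 3, and 100 drawn at random (seed 11) for the interaction.

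The procedure was tested on simulated counts with the depth and spread of each comparison and 200 changed genes. Of genes changed by a factor of 2, the test called 79.1% for WT against KO at 0 h, 50.7% at 4 h, 37.3% for culture in WT, 80.6% for culture in KO and 25.4% for the interaction. Of genes changed by a factor of 4 it called 93.9%, 93.9%, 89.4%, 98.5% and 86.4%. Of genes changed by a factor of 1.5 it called 44.8%, 13.4%, 5.97%, 44.8% and 2.99%, so a small change that did not pass is not shown to be absent. Of the calls, 4.61%, 5.41%, 5.38% and 8.59% fell on unchanged genes in the 4 comparisons. The common biological coefficient of variation was 0.145 at 0 h, 0.190 at 4 h, 0.205 in WT and 0.120 in KO. Left out was the search for CREB motifs in promoters, for which no genome sequence was at hand. The GPR174 libraries themselves were not analysed.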

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

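The tests of the spread among WT libraries, of red cell RNA, of Beta-s at 4 h and of the share of macrophage genes that fell were chosen only after the results they concern were seen.

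Red cell genes were higher in Gαs KO than in WT samples at 0 h, a signal in genes the paper does not discuss, with 3 of 10 measured members called (9 when adjusted over the list alone, and adjusted p = 0.149 with an estimated correlation), and a median log2 fold change, WT over KO, of −1.03 over the list. The calls of Beta-s, Gypa and Snca were lost without KO 0 h replicate 2 or 3, and those of Gypa and Snca in some other fits too, at adjusted p-values of up to 0.178, 0.329 and 0.398. A lower share of B cells in the KO samples stays open, though the bound set against it was met. The macrophage list had a median of −0.36, apart from the erythroid list by 0.674 (p = 0.0155 by 10000 permutations of the members). The permutation takes members as independent and does not measure the spread between mice. Their estimated correlation was 0.447 in the erythroid and 0.183 in the macrophage list. The macrophage list also leaned the same way, with 10 of 12 members negative (camera adjusted p = 0.0015, and adjusted p = 0.423 with an estimated correlation). Red cell RNA in the sorted samples, whose sort purity was 95 to 99% for both genotypes, stays open, since the median over the list was taken on the genes that show the pattern and decides nothing. A change in the B cells themselves through loss of Gαs stays open too, since Beta-s was also higher in KO at 4 h (log2 fold change −0.78, adjusted p = 0.024 by edgeR's quasi-likelihood test, lost without WT 4 h replicate 2 or 3 or KO 4 h replicate 2 or 3, at up to 0.161). At 4 h, 9 of 9 measured erythroid genes were negative, with a median of −0.93 and 1 called (8 when adjusted over the list alone, and adjusted p = 0.145 with an estimated correlation). Red cell RNA and a change in the B cells both allow this.

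More genes were called for culture in KO (886) than in WT (579). Library depth is argued against, since with all libraries thinned to 3396109 counts KO still had 806 called genes and WT 551. A larger change in KO stays open. Of genes called for culture over both genotypes, 30.8% had the larger change in KO. This choice of genes leans toward WT, whose libraries spread more, so the share does not decide. Spread among the WT libraries could account for the larger number of calls in KO. Without WT 4 h replicate 1 the number of WT calls was 1146. Whether that library differs for a technical or a biological reason was not tested.

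Macrophage and monocyte genes were lower after culture in both genotypes, again in genes the paper does not discuss, with 3 of 7 measured members called in WT (3 when adjusted over the list alone, and adjusted p = 0.097 with an estimated correlation) and 4 in KO (5 when adjusted over the list alone, and adjusted p = 0.027 with an estimated correlation). Vcam1, an adhesion molecule gene, fell from 64.4 ± 21.0 to 2.20 ± 2.31 normalized counts in WT and from 94.9 ± 18.6 to 3.33 ± 2.44 in KO (SD, n = 3). Loss of macrophages or of their RNA, in samples sorted to a purity of 95 to 99%, stays open, since the share of the list with a negative log2 fold change (at least 85.7% in each genotype) only restates the pattern. Whether other cell types were lost with them stays open, since the erythroid list had a median log2 fold change of −0.66 in KO, between the bounds set for and against it, and of −0.42 in WT, past the bound against it, which had to be met in both. No biological explanation was tested.

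The difference between genotypes in the change during culture passed the test of that difference for 33 genes with the higher change in WT and 24 with the higher change in KO. Genes with the higher change in WT were B3gnt7 (a difference in log2 fold change of 3.49), Crem (3.20), Pde3b (2.65), Gfod1 (2.51), Cd86 (2.43), Ets2 (2.36), Pde4d (2.24), Vps37b (1.94), Litaf (1.88), Stat4 (1.78), Gpr171 (1.31), Ptger4 (1.29), Gpr132 (1.27) and P2ry10 (1.22). Genes with the higher change in KO were Prkcb (−0.70), Cd22 (−0.96), Alcam (−0.98), Fcer2a (−0.999), Lpp (−1.06), Cd200 (−1.06), Hdac7 (−1.15), St3gal6 (−1.22), Ccdc50 (−1.22), Btla (−1.37), Lmo2 (−1.41), Lrmp (−1.58), Slamf1 (−1.63) and Ciita (−1.67). Without replicate 2 or without replicate 3 of every group, 3 of the 28 named genes were still called.

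Of 100 splits of the 12 libraries, 11 gave as many called genes for the interaction as the real one (57), so chance cannot be excluded by this count, and the highest other split gave 272. The 10 others with as many are among the 11 that kept the genotypes apart at 4 h, which gave 48 to 272 calls, while the 88 that mixed them gave 0, with edgeR. This points to a structure of the samples, the difference between genotypes at 4 h. For the pairs of groups there are 10 splits each, too few for a share under 0.05, and the real split was the 1 with the most calls. The real and highest other counts were 7 and 2 for WT against KO at 0 h, 193 and 0 at 4 h, 579 and 0 for culture in WT, 886 and 0 for culture in KO, and 157 and 0 for called genes on the GPR174 4-h list.

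Other lists of genes that the paper does not discuss had at least 3 called members. At 4 h 3 of 9 tubulins were higher in WT (adjusted p = 0.051 with an estimated correlation). In culture in WT, 7 ATF4 stress response genes and 4 tubulins rose and 1 ATF4 gene fell, with an adjusted p of 0.043 and 0.111 with an estimated correlation. In WT 9 interferon-stimulated, 5 marginal zone and 3 transitional B cell genes fell (0.210, 0.043 and 0.099 with an estimated correlation). In culture in KO, 15 ATF4 stress response genes and 4 tubulins rose and 1 ATF4 gene fell (0.038 and 0.174 with an estimated correlation). In KO 17 interferon-stimulated, 7 marginal zone and 3 transitional B cell genes fell (0.162, 0.011 and 0.038 with an estimated correlation). There too 4 cell cycle, 4 heat shock and 4 erythroid genes fell (0.351, 0.694 and 0.372 with an estimated correlation), while 1 heat shock gene rose. Of 13 FOXO target genes, 3 fell and 2 rose in KO, and as a set they leaned upward (camera adjusted p = 0.043, and adjusted p = 0.174 with an estimated correlation).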

How the results depend on the processing

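The fits by DESeq2 on all 12 libraries, the thinned counts and the fits without WT 4 h replicate 1 in the interaction, the culture overlap and the lists were chosen only after the data were seen.

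With DESeq2, 10 genes were higher and 9 lower at 0 h (3 and 4 with edgeR), 135 were lower at 4 h (83), and the interaction gave 55 and 53 (33 and 24). All 12 libraries in 1 fit gave 1 lower gene at 0 h, 174 lower at 4 h, 441 and 704 for culture in WT (203 and 376) and 145 and 318 in KO (282 and 604). DESeq2 on all 12 gave 7 and 7 at 0 h, 216 and 230 at 4 h, 494 and 780 in WT and 182 and 387 in KO. With erythroid genes removed, edgeR called 0 lower genes at 0 h, where 393 genes were lower at an unadjusted p under 0.05 with them. A log2 fold change over 0.5 left 187 of the genes that rose in KO. Leave-one-out fits gave 1 to 4 higher and 0 to 7 lower genes at 0 h, 42 to 313 and 21 to 361 at 4 h, 86 to 439 and 124 to 707 in WT, 170 to 259 higher in KO, and 3 to 57 and 0 to 46 for the interaction, or 58 and 58 without WT 4 h replicate 1 alone. The genes shared with the GPR174 4-h list ranged from 40 to 179 higher and from 20 to 186 lower. DESeq2 called 1 lower gene of the GPR174 1-h list at 0 h (0 with edgeR), and camera's p for that list at 0 h was 0.0596 and 0.0682 with an estimated correlation. PC1 held 51.4% after a variance stabilizing transformation and 29.9% over all genes. Thinned counts gave 190 and 361 in WT and 261 and 545 in KO. The cause was not tested for any of these.

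The replicate number as a block gave 7 lower genes at 0 h, 71 higher and 49 lower at 4 h, 130 higher in WT, 11 for the interaction in KO and 40 lower genes shared with the GPR174 4-h list, and other counts stayed within a factor of 1.5. Deviations of libraries with the same number had correlations of 0.06, −0.04 and 0.25 between the times in WT and 0.06, 0.05 and 0.07 in KO. Between the genotypes they were 0.08, 0.08 and −0.09 at 0 h and −0.16, −0.11 and 0.07 at 4 h. Between the times, the highest correlation with another number was −0.01, 0.11 and 0.06 in WT and −0.02 for each replicate in KO. The same number was thus the closest in KO and for WT replicates 1 and 3. The correlations were low and the sources name no pairs, so the main fits used none. Pairing between the times is not excluded, and the block allows for it.

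Over counts, overlaps and components, 89 of 172 alternative values stayed within their bound or side of the threshold. A reversal was not defined for these values. The order of the genotypes in genes called for culture did turn in both fits on all 12 libraries and without WT 4 h replicate 1. Over named genes that were called, 2980 of 3483 alternative values kept the call and 503 lost it, and over those that were not, 36 of 1312 gained one. A sign reversed in 0 of them, where signs of genes that passed under neither setting were not counted. Over set tests of lists, 249 of 312 kept their side, 57 lost and 6 gained it, and 738 of 858 counts of called members stayed within a factor of 1.5. The overlap of culture changes gave 60 to 120 genes that rose and 233 to 365 that fell. The search for CREB motifs and its 3 alternatives were not run. The shallowest library holds 3396630 counts, which limits genes of low expression such as Nr4a3.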

Differences from the paper's values

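DESeq2 on all 12 libraries and, for the interaction, the fit without WT 4 h replicate 1 alone were chosen only after the values were seen, and all other settings named here were set before the data were examined. The counts of the paper are those of Dataset S3, whose largest listed adjusted p is under 0.05 in each sheet, so both use that threshold.

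At 0 h, 3 genes were higher in WT, where the paper has 10. DESeq2 gave 10 as well, and the other planned settings did not come within 1.5 times. At 0 h 4 genes were lower, where the paper has 9, and DESeq2 gave 9. The replicate block gave 7 and the fit without KO 0 h replicate 1 gave 7, both within 1.5 times the paper's value, and the other planned settings did not. DESeq2 on all 12 libraries, chosen after seeing the values, gave 7 and 7 and dropped 3 and 2 of the paper's genes. At 4 h, 83 genes were lower, where the paper has 135. DESeq2 gave 135 and all 12 libraries in 1 fit gave 174, and the other planned settings did not come within 1.5 times. Nor did DESeq2 on all 12 libraries (230), which called 132 of the 134 listed genes that it covered.

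For culture in WT, 203 genes rose and 376 fell, where the paper has 475 and 735. All 12 libraries in 1 fit (441 and 704) and the fit without WT 4 h replicate 1 (439 and 707) came within 1.5 times, and the other planned settings, DESeq2 on the 6 libraries (274 and 486) among them, did not. DESeq2 on all 12 libraries, chosen after seeing the values, gave 494 and 780 and called 471 of the 473 and 730 of the 731 listed genes that it covered. For culture in KO, 282 rose and 604 fell, where the paper has 174 and 374. All 12 libraries in 1 fit (145 and 318), a log2 fold change over 0.5 (187 and 474) and each fit with 1 library left out (170 to 259 and 420 to 561) came within 1.5 times for both, and DESeq2 on the 6 libraries did for genes that fell (529) but not for those that rose (277). RLE size factors, no filter, the replicate block and removal of erythroid genes did not. DESeq2 on all 12 libraries, chosen after seeing the values, gave 182 and 387 and called 171 of the 172 and 368 of the 370 listed genes that it covered. The plan had taken each sheet of Dataset S3 to be fitted on its own libraries, and for the culture sheets the settings with all 12 libraries came closer. The order of the genotypes differs as well, since the paper lists fewer changes in KO than in WT, while 886 genes were called in KO and 579 in WT. The order was that of the paper with all 12 libraries in 1 fit (145 and 318 in KO, 441 and 704 in WT), with DESeq2 on all 12, and without WT 4 h replicate 1 (439 and 707 in WT).

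The paper states that a set of Nr4a genes was raised by Gαs at 4 h, where Nr4a2 passed the test (log2 fold change 3.23), Nr4a1 did not (1.10, adjusted p = 0.59 by edgeR's quasi-likelihood test), except without WT 4 h replicate 1, and Nr4a3 had too few counts. For Nr4a1 the paper also reports NUR77 protein, which rose within 1 h of culture in WT but not in Gαs-deficient cells. The transcript here was measured at 4 h, another time. In KO cells the Nr4a1 transcript was called as rising in culture, a call lost in several fits. The paper describes P2ry10 as next to Gpr174, where 2 annotated genes lie between them. The paper describes Pde3b as not induced in culture in Gαs-deficient cells, where it rose by a log2 fold change of 0.53, and its Dataset S3 lists it too. The paper states, for GPR174- and Gαs-deficient cells, that most genes that rose there rose more in WT. For Gαs KO alone, 109 of 282 did, or 65 of the 172 measured genes of the paper's own list. The GPR174 libraries were not analysed. Among 649 genes called for culture over both genotypes, 438 that rose did so more in WT. The first choice of genes leans toward KO and the second toward WT, whose libraries spread more, so neither count settles it. The paper presents cholesterol genes as rising more in KO, where the test of that difference passed for none of Ldlr (−0.42, adjusted p = 0.94 from edgeR), Sqle (−0.40, 0.94) and Hmgcs1 (−0.45, 0.74). That test called 2.99% of simulated differences by a factor of 1.5, so it does not argue against the paper. In edgeR's fits on 6 libraries each gene was called for culture in KO and not in WT. The paper's Dataset S3 lists each of them in WT too (0.69, 0.75 and 0.46), and Ldlr and Sqle passed in WT by DESeq2. As a set the 12 genes of Fig. S4E, which the study chose partly on these samples, go with the paper, with 12 of 12 differences negative, WT minus KO (camera adjusted p = 2.2e-07, and adjusted p = 0.0077 with an estimated correlation). The cholesterol list had 17 of 23 negative (camera adjusted p = 0.017, and adjusted p = 0.193 with an estimated correlation). It shares genes with Fig. S4E, so it is not independent evidence. The paper describes Ccr7 as raised in culture through Gαs, where the difference between genotypes in its change did not pass (1.05, adjusted p = 0.10 from edgeR), though it passed by DESeq2, without replicate 1 of every group and without WT 4 h replicate 1 alone, while the difference at 4 h did. The paper's evidence for CCR7 also includes its surface protein, which these counts do not measure.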

Other observations

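The tally at 0 h of the genes called at 4 h was chosen only after the results were seen. Mthfd2, an enzyme of mitochondrial folate metabolism, rose in culture from 167 ± 33.8 to 419 ± 91.8 normalized counts in Gαs WT B cells and from 161 ± 16.0 to 364 ± 34.0 in Gαs KO B cells (SD, n = 3), and the tRNA synthetase gene Nars from 904 ± 59.3 to 1511 ± 106 and from 788 ± 89.7 to 1355 ± 116. Of 23 ATF4 stress response genes, 7 rose and 1 fell in WT (11 and 1 when adjusted over the list alone, and adjusted p = 0.043 with an estimated correlation), and 15 rose and 1 fell in KO (15 and 1 when adjusted over the list alone, and adjusted p = 0.038 with an estimated correlation). Of 25 interferon-stimulated genes, 9 fell in WT, among them Stat1 (873 ± 182 to 319 ± 56.5), and 17 in KO, Stat1 again among them (793 ± 180 to 339 ± 31.8), or 23 and 22 when adjusted over the list alone (adjusted p = 0.210 and 0.162 with an estimated correlation). Of 11 genes of Notch signaling and marginal zone B cells, 5 fell in WT and 7 in KO, among them Cr2, a complement receptor gene (−2.49 in WT and −1.71 in KO), and Cd1d1 (−1.47 and −1.36), or 6 and 7 when adjusted over the list alone (adjusted p = 0.043 and 0.011 with an estimated correlation). Of 4 transitional B cell genes, 3 fell in each genotype, among them Vpreb3 (−1.04 in WT and −1.25 in KO), or 3 and 3 when adjusted over the list alone (adjusted p = 0.099 and 0.038 with an estimated correlation). The difference between genotypes in the change during culture did not pass for any gene of these 4 lists with edgeR. At 4 h Cr2 was lower in WT (−0.64, adjusted p = 0.034 from edgeR), a call lost with the replicate block and without any 1 library apart from WT 4 h replicate 1 (up to 0.196). In WT, Cd1d1 was lost without WT 0 h replicate 3 and Vpreb3 without WT 4 h replicate 3, at adjusted p-values of up to 0.0707 and 0.0562.

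Of 9 tubulin genes, 4 rose in culture in each genotype (5 and 4 when adjusted over the list alone, and adjusted p = 0.111 and 0.174 with an estimated correlation), and Tuba1c, Tubb2b and Tuba4a were higher in WT than in KO at 4 h (5 when adjusted over the list alone, and adjusted p = 0.051 with an estimated correlation). Tuba1c gave 855 ± 162 normalized counts in WT and 516 ± 16.5 in KO at 4 h, and its call and that of Tuba4a were lost without any 1 library apart from WT 4 h replicate 1, at an adjusted p of up to 0.22 and 0.244, and that of Tubb2b without KO 4 h replicate 3 (0.0573). Tubulin genes are alike in sequence, and how reads shared between them were counted is not known. Of 8 pro-apoptotic BCL-2 family genes, 2 rose in WT, Bbc3 and Bcl2l11 (1.46), and in KO 2 rose and Bid (−0.54) fell (2, and 2 and 1, when adjusted over the list alone, and adjusted p = 0.085 and 0.148 with an estimated correlation). At 4 h Bcl2l11 was higher in WT (0.71). Of 5 anti-apoptotic genes, Bcl2 fell in WT (−1.08) and Bcl2a1b rose in KO (1.07), or 2 that fell in WT and 1 and 2 in KO when adjusted over the list alone. Of 13 FOXO target genes, 2 rose and 1 fell in WT, 2 rose and 3 fell in KO, and at 4 h Klf2 (−0.60) and Bcl6 were lower in WT (2 and 1, 5 and 3, and 2 when adjusted over the list alone). Of 18 cell cycle genes, 4 fell in KO, among them Mki67 (−1.70) and Ccnd2 (−1.19), which at 4 h was higher in WT (0.85), or 4 and 1 when adjusted over the list alone. Of 11 heat shock genes, Hspa1a rose in both genotypes (3.37 in WT and 2.65 in KO) and 4 fell in KO, among them Dnajb1 (−0.89), or 1 that rose in WT and 2 and 5 in KO when adjusted over the list alone. Of 11 glycolysis genes, Aldoa rose in KO (0.47), or 1 and 1 that fell when adjusted over the list alone. Of germinal center genes, 1 of 7 fell in KO, Gcet2 (−2.30), and of 6 plasma cell genes Irf4 rose in WT (0.55) and Slpi fell in KO (−3.34), or 1 of the first list and 2 and 3 of the second when adjusted over the list alone. Calls lost when 1 library was left out were Hspa1a in WT (without replicate 2 or 3 of either time, up to 0.112), Irf4 (any 1 apart from WT 4 h replicate 1, 0.175), Bid (KO 0 h replicate 2, KO 4 h replicate 1 or 2, 0.455 over all alternatives) and Gcet2 (any 1 KO 4 h library, 0.454). At 4 h they were Bcl2l11 (any 1 apart from WT 4 h replicate 1, 0.195), and Klf2 and Ccnd2 (WT 4 h replicate 3 or any 1 KO library, 0.135 and 0.168). At 0 h, 2 of 12 neutrophil, 1 of 12 T cell, 2 of 8 NK cell, 3 of 8 dendritic cell and 3 of 5 platelet genes were measured, with median log2 fold changes of −0.17, 0.00, 0.25, 0.49 and −0.08, WT over KO, and at 4 h 0 NK cell genes were. In culture in KO, the dendritic cell gene Flt3 fell (−2.19), the 1 of 2 measured that did, also when adjusted over the list alone.

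Of the 99 genes higher in WT at 4 h that were tested at 0 h, 72 (72.7%) had a positive log2 fold change at 0 h, with a median of 0.13, against 1.06 at 4 h. Of the 83 lower genes, 66 (79.5%) had a negative one, with medians of −0.13 and −0.88. At an unadjusted p under 0.05, 14 of the first and 13 of the second differed at 0 h in that direction, and 0 and 1 in the other. The 0 h and 4 h libraries may come from the same mice, so these times are not known to be independent. Of the paper's GPR174 1-h list, 97 of 113 higher genes (85.8%) and 40 of 45 lower genes (88.9%) had the same direction for Gαs at 4 h, and 39 and 12 were called. At 0 h, 71 of 107 (66.4%) and 37 of 45 (82.2%) did, and 2 and 0 were called by edgeR and 3 and 1 by DESeq2. Genes on a list are not independent of each other.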
